# Comprehensive analysis of circRNA expression profiles and circRNA‐associated competing endogenous RNA networks in the development of mouse thymus

**DOI:** 10.1111/jcmm.15276

**Published:** 2020-04-19

**Authors:** Wenting Li, Nana Ma, Ting Yuwen, Bo Yu, Yao Zhou, Yufei Yao, Qi Li, Xiaofan Chen, Jun Wan, Yu Zhang, Wei Zhang

**Keywords:** ceRNA network, circRNA, thymus development

## Abstract

The thymus plays an irreplaceable role as a primary lymphoid organ. However, the complicate processes of its development and involution are incompletely understood. Accumulating evidence indicates that non‐coding RNAs play key roles in the regulation of biological development. At present, the studies of the circRNA profiles and of circRNA‐associated competing endogenous RNAs (ceRNAs) in the thymus are still scarce. Here, deep‐RNA sequencing was used to study the biological mechanisms underlying the development process (from 2‐week‐old to 6‐week‐old) and the recession process (from 6‐week‐old to 3‐month‐old) of the mouse thymus. It was found that 196 circRNAs, 233 miRNAs and 3807 mRNAs were significantly dysregulated. The circRNA‐associated ceRNA networks were constructed in the mouse thymus, which were mainly involved in early embryonic development and the proliferation and division of T cells. Taken together, these results elucidated the regulatory roles of ceRNAs in the development and involution processes of the mouse thymus.

## 1 INTRODUCTION

The thymus is defined as a primary lymphoid organ with its inimitable role in T cell maturation, education and selection.^1^ It is the first formed lymphoid organ, but may also the most rapidly ageing tissue in the body.^2^ In response to the demand for large numbers of mature T cells, the thymus grows fast in the early stages of post‐natal life and reaches a plateau at 4‐6 weeks of age in the mouse.^3^ Afterwards, it starts the ageing process, of which the typical phenotype is thymic involution. The significantly decreased size and structural complexity of the thymus with age were manifested by the loss of thymocytes and thymic epithelial cells and the increase in the content of adipocytes.^4^ Actually, the processes about the rapid development and gradual involution of the thymus are still unclear.^3^

MicroRNAs (miRNAs) are single‐stranded (average size 22 nt) non‐coding RNAs that regulate gene expression at the post‐transcriptional level.^5^ Through their broad effects on gene expression, miRNAs participate in the regulation of many cellular processes such as organismal development,^6^, ^7^ cellular differentiation and apoptosis^8^, ^9^ as well as mitochondrial metabolism.^10^ MiRNAs also take part in many aspects of T cell immunity such as T cell maturation, differentiation, activation and ageing. ^11^ For example, some miRNAs including miR‐155, miR‐181c, miR‐9 and miR‐31 can regulate T cell activation by modulating the IL‐2 signalling pathway.^12^ Moreover, miR‐181a‐5p and miR‐195a‐5p expressed in thymic epithelial cells are involved in thymus involution, which directly target transforming growth factor β receptor 1 (*Tgfbr1*) and Smad family member 7 (*Smad7*) respectively.^13^, ^14^

Circular RNAs (circRNAs) are a class of single‐stranded closed RNA molecules without 3′‐poly (A) and 5′‐cap structures, which have been widely found in plants, animals and human beings.^15^ The cell‐type‐specific, tissue‐specific or developmental stage‐specific expression profiles of circRNAs suggest their regulatory functions in biological processes.^15^, ^16^ Numerous studies have reported that circRNAs are closely related to the tumorigenesis,^17^, ^18^ neurodegenerative diseases,^19^ cardiovascular diseases^20^ and immune diseases.^21^, ^22^ Some circRNAs might be involved in post‐transcriptional regulation by functioning as ‘sponges’ of miRNAs. Therefore, the circRNA‐miRNA‐mRNA networks may influence multiple biological pathways.^23^ At present, integrative analysis of circRNA‐associated competing endogenous RNAs (ceRNA) networks in the development and involution of the thymus are still scarce.

To gain further insight into the molecular events associated with thymic development and involution, RNA‐seq data were systematically analysed to identify aberrantly expressed circRNAs, miRNAs and mRNAs among mice thymuses at 2, 6 weeks and 3 months, respectively. In addition, the circRNA‐miRNA‐mRNA networks were constructed. This is the first comprehensive high‐throughput sequencing analysis of circRNA, miRNA and mRNA expression profiles in the thymus, which deepen our understanding of thymic development and involution.

## 2 MATERIALS AND METHODS

### 2.1 Animal tissues preparation

Male C57BL/6 mice were purchased from Beijing HFK Bioscience CO. LTD and maintained in a specific‐pathogen‐free environment. The mice were provided free access to standard diet until they met age requirements (2 weeks, 6 weeks and 3 months). 

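The deposited tables hold 6 libraries of each RNA class from the thymus of male C57BL/6 mice, 2 at each of 3 ages: 2 weeks (2W), 6 weeks (6W) and 3 months (3M). For circRNAs, which are recognised by reads across a back-spliced junction, the authors deposited whole junction counts and reads per 1000000 (RPM) of the junction counts of the library. Between 10663 junction counts (2W replicate 1) and 21914 (6W replicate 2) were spread over 6300 circRNAs, of which 356 have a circBase identifier. The median count of a detected circRNA was 2 in each library except 6W replicate 2, where it was 3. A circRNA with no count can be present at up to 3 counts, which is 281 RPM in 2W replicate 1 and 137 RPM in 6W replicate 2. For miRNAs, the authors deposited whole tag counts and tags per 1000000 (TPM) of a library total of which the table holds 90.6% to 92.3%, with 0.01 in place of 0. The 2006 miRNAs took 9181478 to 10994118 counts per library. Of these, 976 have identifiers that start with mmu-, which took 96.4% of the counts. Another 890 have names without that prefix, such as miR-29-y and miR-486-x. For mRNAs and lncRNAs, the authors deposited estimated counts per transcript and fragments per kilobase and 1000000 fragments (FPKM), and 84.1% of the mRNA counts are not whole numbers. The 77525 mRNA transcripts took 16519753 to 22553481 estimated counts per library, and the 30683 lncRNA transcripts took 1238252 to 1594491. Reads without molecular identifiers are not independent molecules, so that these limits cover counting error only.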

Two biological replicates at each time point were used for sequencing. All the animal study protocols were approved by the Committee for the Ethics of Animal Experiments, Shenzhen Peking University‐The Hong Kong University of Science and Technology Medical Center (SPHMC; protocol number 2011‐004). The thymuses harvested from each group were placed in cryopreservation tubes and immediately immersed in liquid nitrogen (−196°C) for preservation.

### 2.2 RNA extraction

Total RNA from each thymus sample was isolated with the TRIzol Reagent kit (Invitrogen) and RNA degradation and contamination were monitored on 1% agarose gels. NanoPhotometer spectrophotometer (IMPLEN) was used to check the RNA purity. RNA concentration was measured with the Qubit RNA Assay Kit in Qubit 2.0 Flurometer (Life Technologies), and RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies). All the RNA samples had an RNA Quality Index ≥8.

### 2.3 RNA‐sequencing and miRNA‐sequencing

Details of the RNA‐seq and miRNA‐seq methods are described in Table S15.

### 2.4 Differential expression analysis

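Counts of each RNA class were compared between ages with edgeR's quasi-likelihood F test after TMM normalization, with all 6 libraries and the age as the only term in 1 fit. Tested were the 2779 circRNAs with at least 6 counts summed over the libraries, and the 822 miRNAs, 35277 mRNA transcripts and 4647 lncRNA transcripts that passed edgeR's filter on low expression. Estimated counts were rounded to whole numbers before the test. Transcript counts were also summed over the transcripts of each gene, which gave 14805 tested genes. The study threshold is an unadjusted p under 0.05 with an absolute log2 fold change over 1, and numbers at a Benjamini-Hochberg adjusted p under 0.05 are given beside it. With 2 libraries at each age, an exact two-sided permutation test of a single feature cannot give a p under 0.333. A fold change against an age whose libraries all hold at most 3 counts is given as a lower limit, written as at least. It sets the mean of the other age against 3 counts in the library of the low age with the smaller TMM-scaled size. The counting error of the other age is left out, as is that of counts found at the low age. The limit is thus that of a floor of 3 counts and not a confidence limit.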

The differentially expressed circRNAs (DEcircRNAs), mRNAs (DEmRNAs) and miRNAs (DEmiRNAs) were identified using DESeq Software Packages (http://bioconductor.org/packages/release/bioc/html/DESeq.html). *P* value and log_2_FC were used to screen differential transcripts with *P* < .05 and |log_2_FC|>1.

### 2.5 Integrated analysis of circRNAs‐miRNAs‐mRNAs

CircRNAs were blasted against the circBase for annotation. Those cannot be annotated were defined as novel circRNAs. For circRNAs that have been annotated in circBase, the target relationship with miRNAs can be predicted by StarBase (v2.0). For novel circRNAs, three softwares Mireap, Miranda (v3.3a) and TargetScan (v7.0) were used to predict targets. For the prediction of mRNAs interacting with circRNAs and miRNAs, miRTarBase (v6.1) was used to predict mRNAs targeted by miRNAs sponge. The triple network was finally built based on the ceRNA theory and the resulting correlation of circRNAs‐miRNAs‐mRNAs can be visualized by Cytoscape 3.01.

### 2.6 KEGG enrichment analysis of differentially expressed genes

To further understand the underlying biological mechanisms and pathways of ceRNA‐related genes, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was implemented using the clusterProfiler R package.

### 2.7 Data access

All raw and processed sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE139653.

## 3 RESULTS

### 3.1 Changes in thymus tissues

The age‐related changes were observed in the thymuses derived from the 2‐week‐old, 6‐week‐old and 3‐month‐old male mice (Figure S1). Consistent with the literature, the mouse thymus grows rapidly after birth, reaches the maximal size by sexual maturity and then gradually involutes.^2^ The volume of the thymus increases significantly in the 6‐week‐old mouse compared with that in the 2‐week‐old mouse. As expected, the thymus shows remarkable atrophy in 3‐month‐old mouse compared with that in 6‐week‐old mouse.

### 3.2 Identification of differentially expressed genes

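From 2W to 6W, 112 of the tested circRNAs were past the study threshold, of which 87 were higher and 25 lower at 6W. No circRNA had an adjusted p under 0.05, while 128 had an unadjusted p under 0.05. The number moved most under edgeR's default filter, which left 250 circRNAs and put 15 past the threshold. The direction depended on the scaling. With total counts as the only scaling, 44 were higher and 71 lower, and the median log2 fold change of all tested circRNAs moved by -0.30. With DESeq2 and its size factors, 11 were higher and 14 lower. The 112 are 4.03% of the tested circRNAs, and in groups simulated with no difference between ages, in which 2272 to 2349 circRNAs passed the filter, 3.09% to 4.21% were past the threshold. Of the miRNAs, 123 were past the study threshold (28 higher and 95 lower at 6W), 71 had an adjusted p under 0.05, and the share past the threshold was 15.0%, against 0.881% to 2.68% in the simulated groups. In normalised counts per 1000000 (CPM), miR-29-y rose from 8.12 ± 2.62 (SD, n = 2) to 32.1 ± 0.59 CPM, a log2 fold change of 1.98 (standard error 0.26, adjusted p = 0.0045). That of miR-126-y rose from 25.1 ± 3.53 to 80.2 ± 23.2 CPM (log2 fold change 1.67, standard error 0.28, adjusted p = 0.0091). The count of mmu-miR-335-5p fell from 148 ± 10.9 to 23.5 ± 0.85 CPM, a log2 fold change of -2.66 (standard error 0.22, adjusted p = 2.8e-04). For mmu-miR-434-3p the log2 fold change was -1.89 (standard error 0.24, adjusted p = 0.0045). Of the mRNA transcripts, 1509 were past the study threshold (1014 higher and 495 lower at 6W), a share of 4.28% against 3.41% to 3.86% in the simulated groups. No mRNA transcript had an adjusted p under 0.05, while 2721 had an unadjusted p under 0.05. With counts summed over the transcripts of each gene, 793 genes were past the study threshold (663 higher and 130 lower) and 257 had an adjusted p under 0.05. With symbols that differ in case kept apart, chosen after seeing the data, 788 were past the study threshold and 128 had an adjusted p under 0.05. All 94 circRNAs of Table S1 and the 130 tested of the 154 miRNAs of Table S3 had the direction listed by the paper. The study threshold was passed by 57 of these circRNAs and 120 of these miRNAs, and 55 of the miRNAs had an adjusted p under 0.05.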

A total of 94 differentially expressed circRNAs (DEcircRNAs, 45 up‐regulated and 49 down‐regulated), 154 differentially expressed miRNAs (DEmiRNAs, 38 up‐regulated and 116 down‐regulated) and 1836 differentially expressed mRNAs (DEmRNAs, 1018 up‐regulated and 818 down‐regulated) were identified in the 6‐week‐old mice relative to the 2‐week‐old mice (Figure 1A,D,G). 

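From 6W to 3M, 125 circRNAs were past the study threshold, of which 36 were higher and 89 lower at 3M, a share of 4.50% against 3.27% to 4.52% in the simulated groups. With total counts as the only scaling, 62 were higher and 51 lower, and the median of all tested circRNAs moved by 0.24. With DESeq2, 11 were higher and 17 lower. At an adjusted p under 0.05, 8 circRNAs differed. Higher at 3M were novel_circ_001494, novel_circ_002601, novel_circ_002602 and mmu_circ_0001100, and lower were novel_circ_001449, novel_circ_003454, novel_circ_004338 and mmu_circ_0000861. Of these, novel_circ_001494 was named after its values were seen. novel_circ_001449 lies in Bcl11b on chromosome 12 from 107989465 to 107989830 on the minus strand, with a spliced length of 366 nt. Its counts were 86 and 111 at 6W and 17 and 44 at 3M, and its normalised count fell from 6287 ± 443 (SD, n = 2) to 2410 ± 1140 CPM. The log2 fold change of novel_circ_001449 was -1.35 (standard error 0.32, adjusted p = 0.020). It was -0.97 without 3M replicate 1 and -1.96 without 3M replicate 2. novel_circ_003454 from Ckap5 had 11 and 24 counts at 6W and 0 and 2 at 3M, and was at least 3.87-fold lower (adjusted p = 0.040). Of the miRNAs, 61 were past the study threshold (37 higher and 24 lower at 3M), 7 had an adjusted p under 0.05, and the share past the threshold was 7.42%, against 0.892% to 2.93% in the simulated groups. The normalised count of miR-486-x rose from 12.9 ± 1.54 to 46.0 ± 9.55 CPM (log2 fold change 1.83, standard error 0.25, adjusted p = 0.012). That of mmu-miR-205-5p rose from 2283 ± 261 to 5296 ± 474 CPM (log2 fold change 1.21, standard error 0.20, adjusted p = 0.019). Lower at 3M were mmu-miR-296-3p, with a log2 fold change of -1.76 (standard error 0.22, adjusted p = 0.011), and mmu-miR-298-5p, with -1.50 (standard error 0.23, adjusted p = 0.017). Of the mRNA transcripts, 1180 were past the study threshold (559 higher and 621 lower at 3M), a share of 3.34% against 3.40% to 3.72% in the simulated groups. None had an adjusted p under 0.05, while 2439 had an unadjusted p under 0.05. As gene sums, 312 genes were past the study threshold and 1, Igf2bp3, had an adjusted p under 0.05. Igf2bp3 was named after its values were seen: its counts were 319 and 380 at 6W and 46 and 55 at 3M, a log2 fold change of -2.63 (standard error 0.18, adjusted p = 0.040). With symbols that differ in case kept apart, chosen after seeing the data, 338 genes were past the study threshold and 0 had an adjusted p under 0.05, while 2074 had an unadjusted p under 0.05. All 102 circRNAs of Table S2 and the 67 tested of the 79 miRNAs of Table S4 had the listed direction. Of these, 76 circRNAs and 61 miRNAs were past the study threshold, and 8 circRNAs and 7 miRNAs had an adjusted p under 0.05.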

In the 3‐month‐old mice, 102 DEcircRNAs (54 up‐regulated and 48 down‐regulated), 79 DEmiRNAs (47 up‐regulated and 32 down‐regulated) and 1971 DEmRNAs (1005 up‐regulated and 966 down‐regulated) were observed relative to the 6‐week‐old mice (Figure 1B,E,H). 

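Libraries were compared over all tested features by the Spearman correlation of log2 CPM. For circRNAs, rho was 0.366 to 0.486 between replicates of one age and 0.341 to 0.471 between libraries of different ages. For miRNAs, rho was 0.974 to 0.981 between replicates and 0.923 to 0.969 between ages. For mRNA transcripts the ranges were 0.876 to 0.915 and 0.848 to 0.903. The ranges for miRNAs do not overlap, whereas those for circRNAs and mRNA transcripts do. The first principal component held 58.1% of the variance of the miRNAs, 24.9% of that of the circRNAs and 28.0% of that of the mRNA transcripts.

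**Figure D1:**
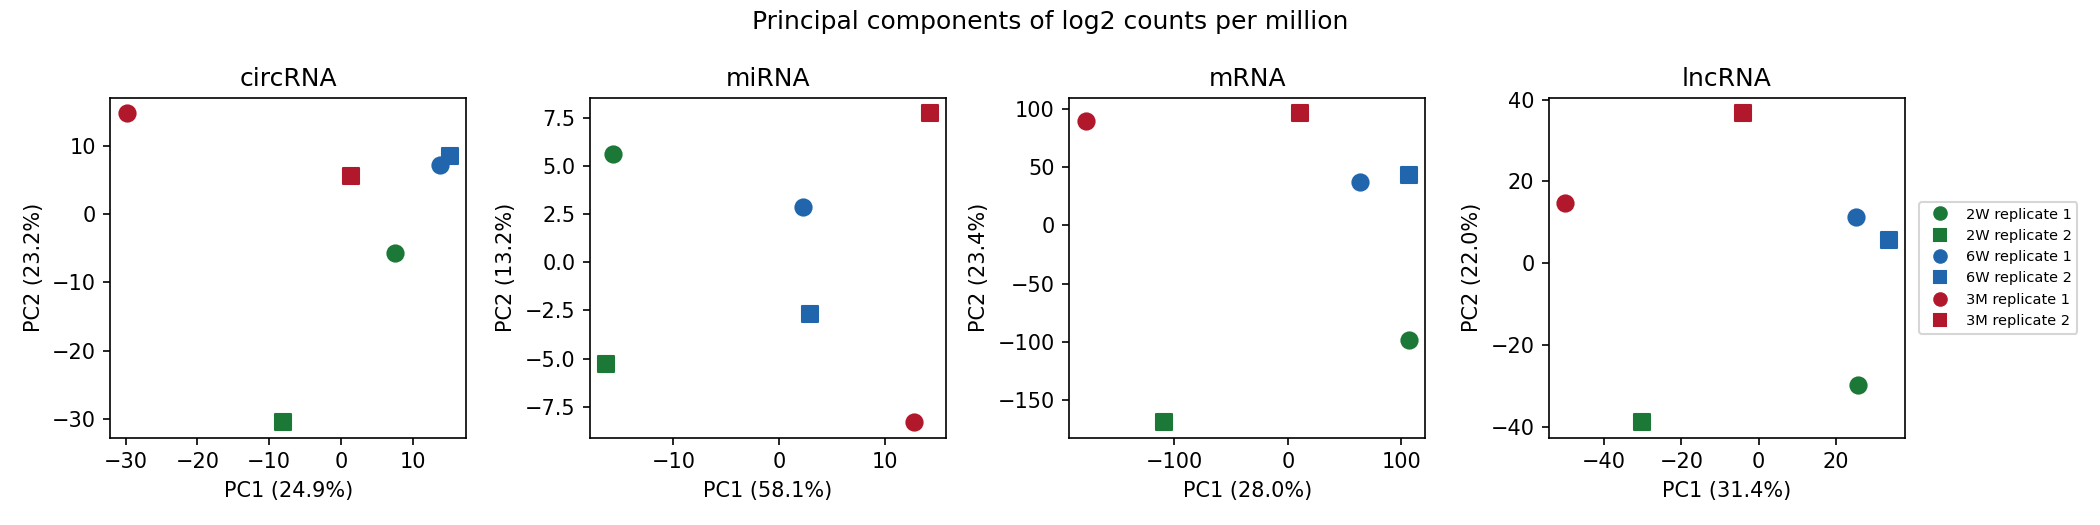
Position of each of the 6 libraries on the first and second principal components of log2 CPM, for each RNA class, with the share of the variance on each axis and 1 point per library coloured by age. The miRNA libraries of each age lie beside each other along the first component (58.1% of the variance), whereas replicates of the other classes lie apart at 2W and at 3M.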

Cluster analyses and heat‐maps about the expression of these circRNAs, miRNAs and mRNAs were conducted respectively (Figure 1C,F,I). Detailed information is listed in Table [Link], [Link], [Link], [Link], [Link], [Link].

**FIGURE 1:**
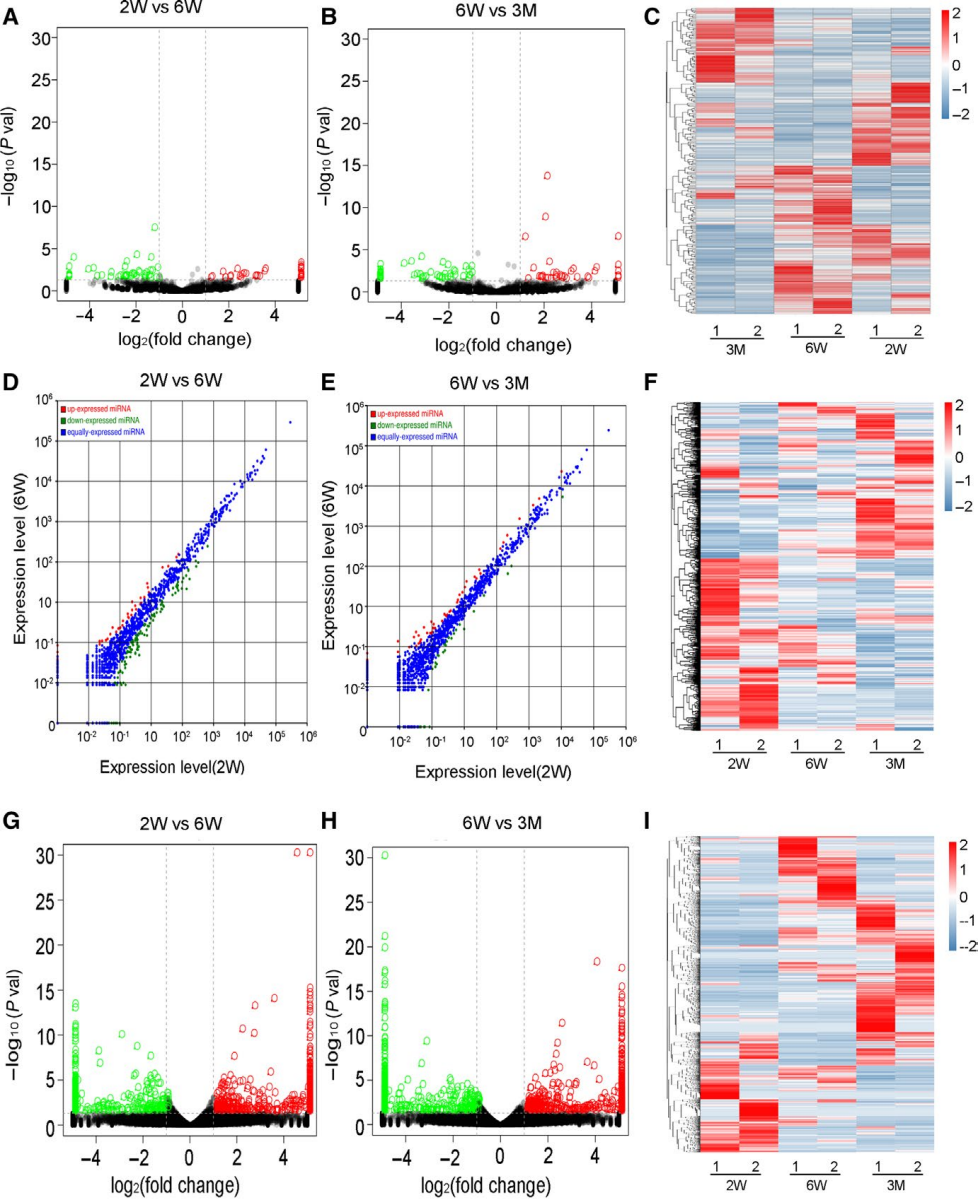
Expression profiles of distinct RNAs. A‐C, Expression profiles of circRNAs. A, B, Volcano plot of different circRNAs in the mouse thymus. A, 2W vs 6W thymus. B, 6W vs 3M thymus. Red, green and black points represent circRNAs that were up‐regulated, down‐regulated and not significantly different in the mouse thymus respectively. *x*‐axis: log2 ratio of circRNA expression levels, *y*‐axis: false‐discovery rate values (−log10 transformed) of circRNAs. C, Cluster analysis of expression of circRNAs. Red and blue: increased and decreased expression, respectively. Expression profiles are shown similarly for (D‐F) miRNAs and (G‐I) mRNAs

### 3.3 Construction of the ceRNA network

According to the ceRNA hypothesis, competing endogenous RNAs (ceRNAs) members can regulate each other through competing for the same miRNA response elements (MREs). RNA transcripts communicate with the ceRNA language.^24^ The ceRNA networks in the mouse thymus were constructed based on our RNA‐seq data. As the Venn diagram shown in the Figure 2, we divided the differentially expressed transcripts (circRNAs, miRNAs and mRNAs) into two groups: (a) 2W/6W (+) 6W/3M (−): differential expression in 2W vs 6W group but not in 6W vs 3M group. We consider these transcripts in the group as the factors that play a vital role in the rapid development of the thymus. (b) 2W/6W (−) 6W/3M (+): no differential expression in 2W vs 6W group, but differential expression in 6W vs 3M group. The differential transcripts in this group are thought to be factors that play an important role in the early decline of the thymus.

**FIGURE 2:**
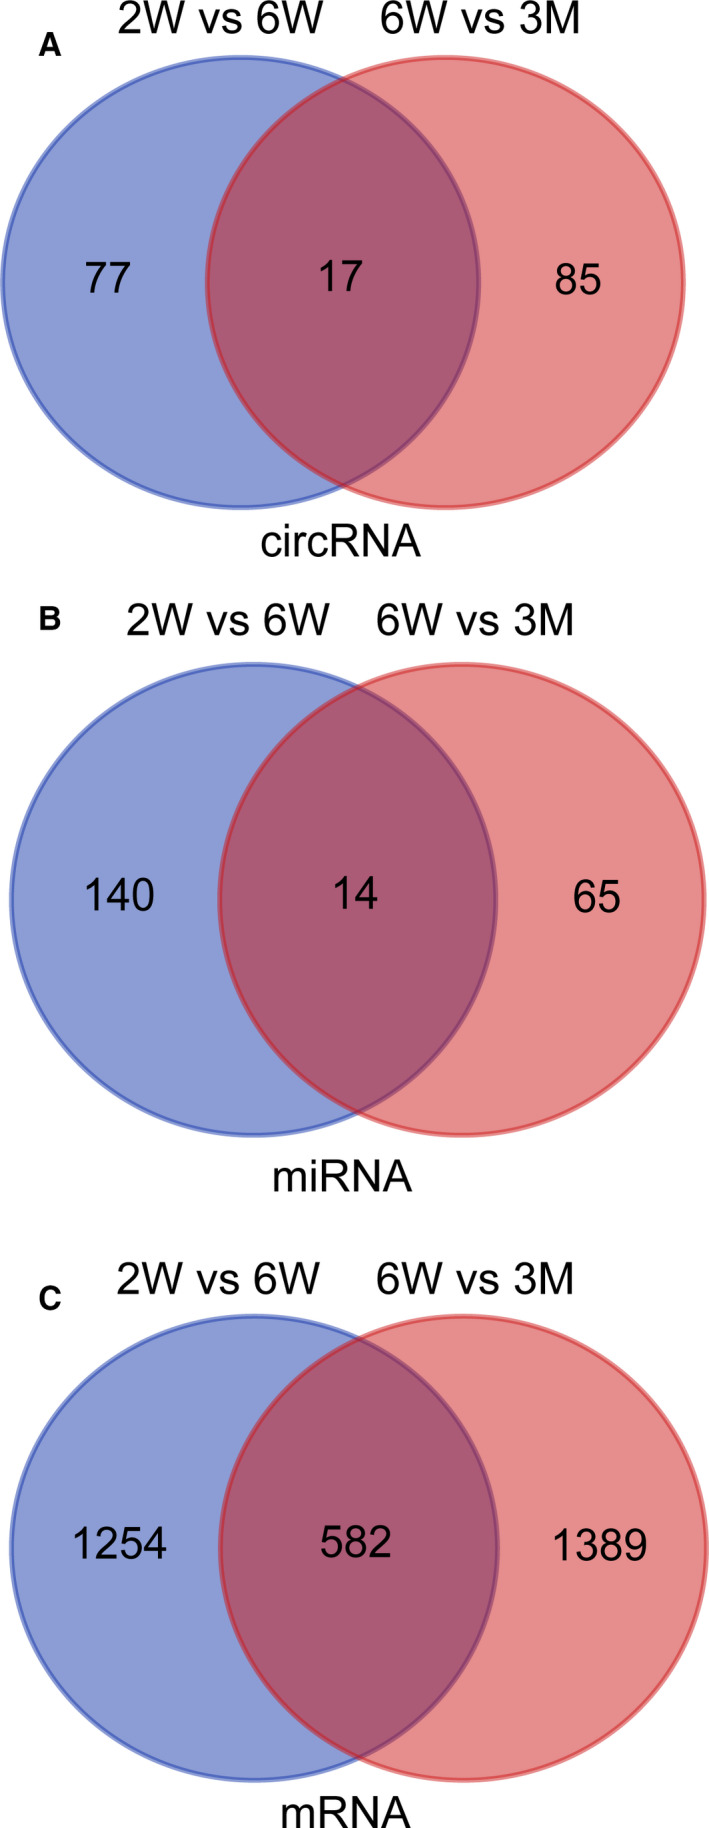
Venn diagrams of differentially expressed transcripts. A, circRNA; B, miRNA; C, mRNA

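In the 2W/6W (+) 6W/3M (−) group fell 94 circRNAs, 111 miRNAs and 1193 mRNA transcripts, and in the 2W/6W (−) 6W/3M (+) group 107 circRNAs, 49 miRNAs and 864 mRNA transcripts. Past the study threshold in both comparisons were 18 circRNAs, of which 17 moved in opposite directions, 12 miRNAs (7 in opposite directions) and 316 mRNA transcripts (285 in opposite directions). Both comparisons use the 6W libraries, so that a chance deviation at 6W moves a feature in opposite directions. These are 0.648% of the tested circRNAs, 1.46% of the miRNAs and 0.896% of the mRNA transcripts. In groups simulated without any age difference, 0.131% to 0.730% of the tested circRNAs, 0.126% to 0.761% of the miRNAs and 1.01% to 1.2% of the mRNA transcripts were past the threshold in both comparisons. Across circRNAs, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson correlation of -0.36, against -0.43 to -0.34 in the simulations. Across mRNA transcripts the correlation was -0.46, against -0.51 to -0.48 in the simulations, and across miRNAs it was 0.19, against -0.55 to -0.45. A feature past the threshold in one comparison alone is not shown to differ between the comparisons, and the difference between them was not tested. The paper considers the first group to hold factors of rapid development and takes the second to hold factors of early decline.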

A total of 40 circRNAs, 136 miRNAs and 523 mRNAs were significantly dysregulated in the 2W/6W (+) 6W/3M (−) group, which were selected to construct ceRNA networks (Tables S7 and S8). The ceRNA networks included both positive and negative links (Figure 3A,B). 

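The nodes of Tables S7 and S8 were chosen by the study on these libraries, so that numbers adjusted over the list alone are not independent evidence. In Table S7, all 15 circRNAs were lower and all 26 tested of the 30 miRNAs were higher at 6W. Of these, 7 circRNAs and 23 miRNAs were past the study threshold, none of the circRNAs and 7 of the miRNAs had an adjusted p under 0.05 over all features, and adjusted over the list alone 1 circRNA (mmu_circ_0000130) and 23 miRNAs did. For each of the 133 mRNAs, the transcript with the smallest p was taken first: 106 were lower, and 85 were past the study threshold in either direction. With counts summed over the transcripts of each gene, 86 of 127 tested genes were lower and 17 were past the study threshold in either direction. Of these genes, 8 had an adjusted p under 0.05 (18 adjusted over the list alone), and 90 moved by less than 0.5 on the log2 scale. Of those 8, named after their values were seen, Acvrl1 was higher and Eln, Fbn2, Igf2bp3, Phlda1, Syt14 and the assembled KIAA0355 and Znf687 were lower at 6W. In Table S8, all 25 circRNAs were higher and past the study threshold, and all 88 tested of the 106 miRNAs were lower, of which 82 were past the study threshold and 43 had an adjusted p under 0.05. No circRNA of Table S8 had an adjusted p under 0.05 over all features, whereas 25 did adjusted over the list alone, as did 81 miRNAs. Of 389 tested mRNAs, 341 were higher by the transcript with the smallest p and 288 by the gene sum. By the gene sum, 88 were past the study threshold in either direction, 61 had an adjusted p under 0.05 (137 adjusted over the list alone) and 207 moved by less than 0.5 on the log2 scale. The tables list 270 links in Table S7 and 1124 links in Table S8. Sequence matches between the RNAs were not analysed here.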

Figure 3A shows the decreased circRNAs, increased miRNAs and decreased mRNAs and Figure 3B shows the increased circRNAs, decreased miRNAs and increased mRNAs. In the 2W/6W (−) 6W/3M (+) group, 45 DEcircRNAs, 65 DEmiRNAs and 407 DEmRNAs were used to construct the ceRNA networks (Table S9 and S10). As mentioned above, the ceRNA networks also include two types of links in this group (Figure 4A,B). 

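At 3M, all 30 circRNAs of Table S9 were lower and 29 were past the study threshold. Of these, 2 (novel_circ_001449 and novel_circ_004338) had an adjusted p under 0.05 over all features and 29 adjusted over the list alone. All 33 tested of its 38 miRNAs were higher, 30 past the study threshold and 3 with an adjusted p under 0.05 (30 adjusted over the list alone). Those 3 are miR-486-x, mmu-miR-205-5p and mmu-miR-29c-3p, the last of which was named after its values were seen. Of 222 tested mRNAs, 190 were lower by the transcript with the smallest p. By the gene sum, 119 of 221 were lower, 7 were past the study threshold and 189 moved by less than 0.5 on the log2 scale. In Table S10, all 15 circRNAs were higher, 10 past the study threshold and none with an adjusted p under 0.05 over all features (2 adjusted over the list alone, novel_circ_004936 and, named after its values were seen, novel_circ_001237). All 22 tested of its 27 miRNAs were lower, of which 21 were past the study threshold and 3 had an adjusted p under 0.05 (21 adjusted over the list alone). These 3 are mmu-miR-296-3p, mmu-miR-298-5p and, named after its values were seen, miR-296-y. Of 182 tested mRNAs, 145 were higher by the transcript with the smallest p. By the gene sum, 146 of 180 were higher, 16 were past the study threshold and 127 moved by less than 0.5 on the log2 scale. At the adjusted p, no gene sum of either list passed, whereas 7 and 16 passed the study threshold, which uses the unadjusted p. Adjusted over the list alone, 0 and 30 passed. Both lists were chosen on these libraries. They hold 450 and 355 links.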

Figure 4A shows the decreased circRNAs, increased miRNAs and decreased mRNAs and Figure 4B shows the increased circRNAs, decreased miRNAs and increased mRNAs. Information about the differentially expressed transcripts used to construct the networks can be found in Tables [Link], [Link], [Link], [Link]. And the top15 DEcircRNAs between groups was shown in Tables 1 and 2.

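In Table 1, 6 of the 15 circRNAs were higher and 9 lower at 6W, and 12 were past the study threshold. None had an adjusted p under 0.05 over all tested circRNAs, whereas 13 did adjusted over the list alone, which the study chose on these libraries. For 10 of them all libraries of one age held at most 3 counts, and their lower limits were 1.48-fold to 3.15-fold. In each of the 15 the libraries of the 2 ages did not overlap, which chance alone gives for 33.3% of features. novel_circ_002600 is intergenic, on the minus strand of chromosome 17 from 39845823 to 39846116, 294 nt long. The file does not name its genome build, and 98.9% of the circRNAs with a placed source gene lie inside that gene in the RefSeq annotation of GRCm38.p6. Its counts were 63 and 74 at 2W and 51 and 51 at 6W, and its normalised count fell from 6533 ± 305 (SD, n = 2) to 3288 ± 361 CPM. The log2 fold change of novel_circ_002600 was -0.99 (standard error 0.31, adjusted p = 0.569), and with total counts as the only scaling it was -1.32 with an adjusted p of 0.042. mmu_circ_0000130 comes from Ptpn14 on chromosome 1 (189786636 to 189798681, plus strand, 483 nt). Its counts were 16 and 22 at 2W and 6 and 11 at 6W, a normalised 1805 ± 284 and 535 ± 168 CPM, with a log2 fold change of -1.72 (standard error 0.56, adjusted p = 0.569). novel_circ_002601 spans the coordinates of novel_circ_002600 on the plus strand. It had 29 and 41 counts at 2W and 23 and 24 at 6W, a normalised 3323 ± 587 and 1512 ± 121 CPM, with a log2 fold change of -1.14 (standard error 0.37, adjusted p = 0.569). Under edgeR's default filter, novel_circ_002600 and novel_circ_002601 had adjusted p-values of 0.031 and 0.046. Over all alternatives without a library left out, these ranged from 0.031 to 0.973 and from 0.046 to 0.973. The strand and repeat content of this stretch of chromosome 17 were not resolved, and 31 intergenic circRNAs of the table lie in it.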

**FIGURE 3:**
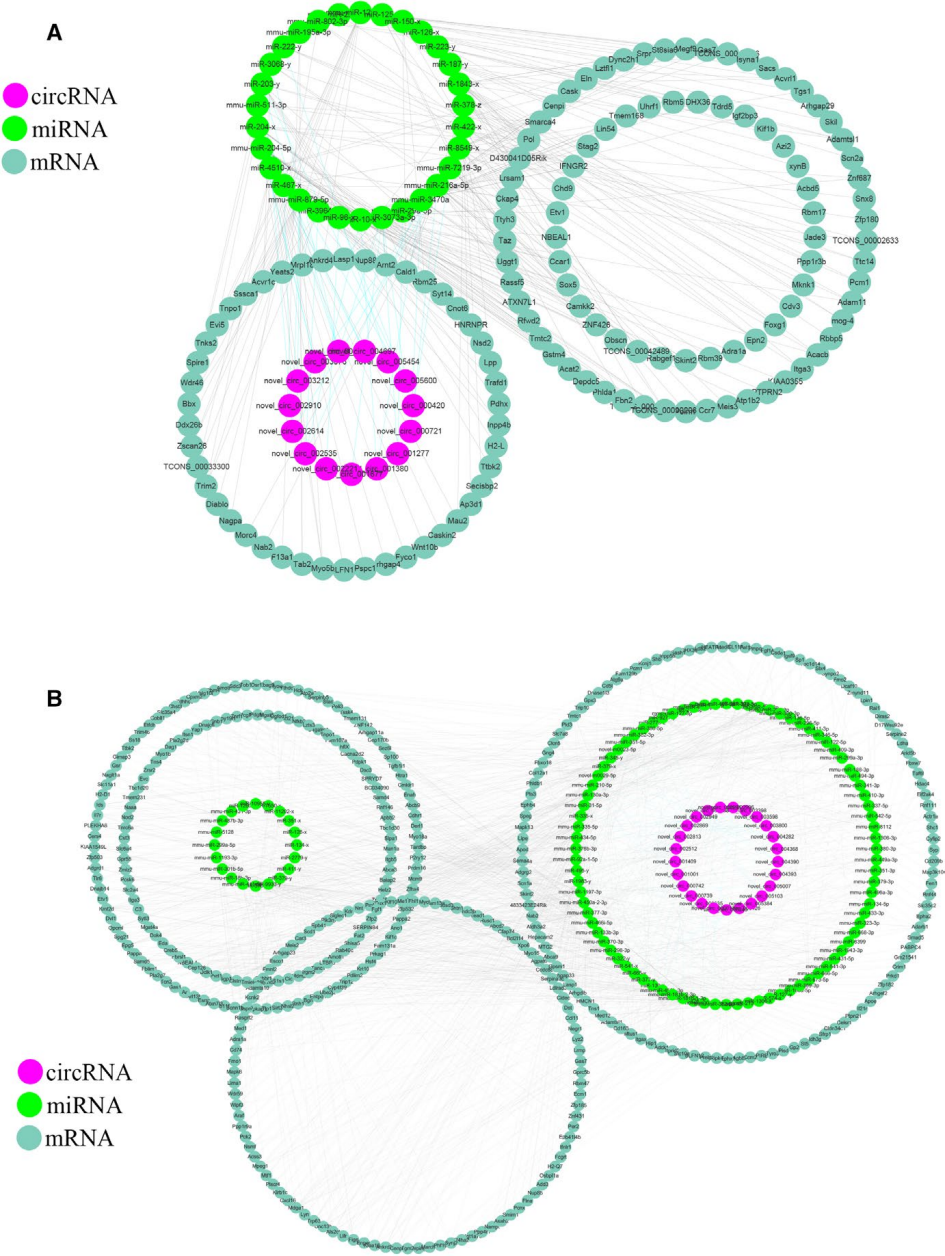
CircRNA‐associated ceRNA networks. CeRNA networks were constructed based on identified circRNA–miRNA and miRNA–mRNA interactions. The networks include increased circRNAs‐decreased miRNAs‐increased mRNAs and decreased circRNAs ‐ increased miRNAs‐decreased mRNAs in 2W/6W (+) and 6W/3M (−) group. (A) down‐up‐down (B) up‐down‐up

**FIGURE 4:**
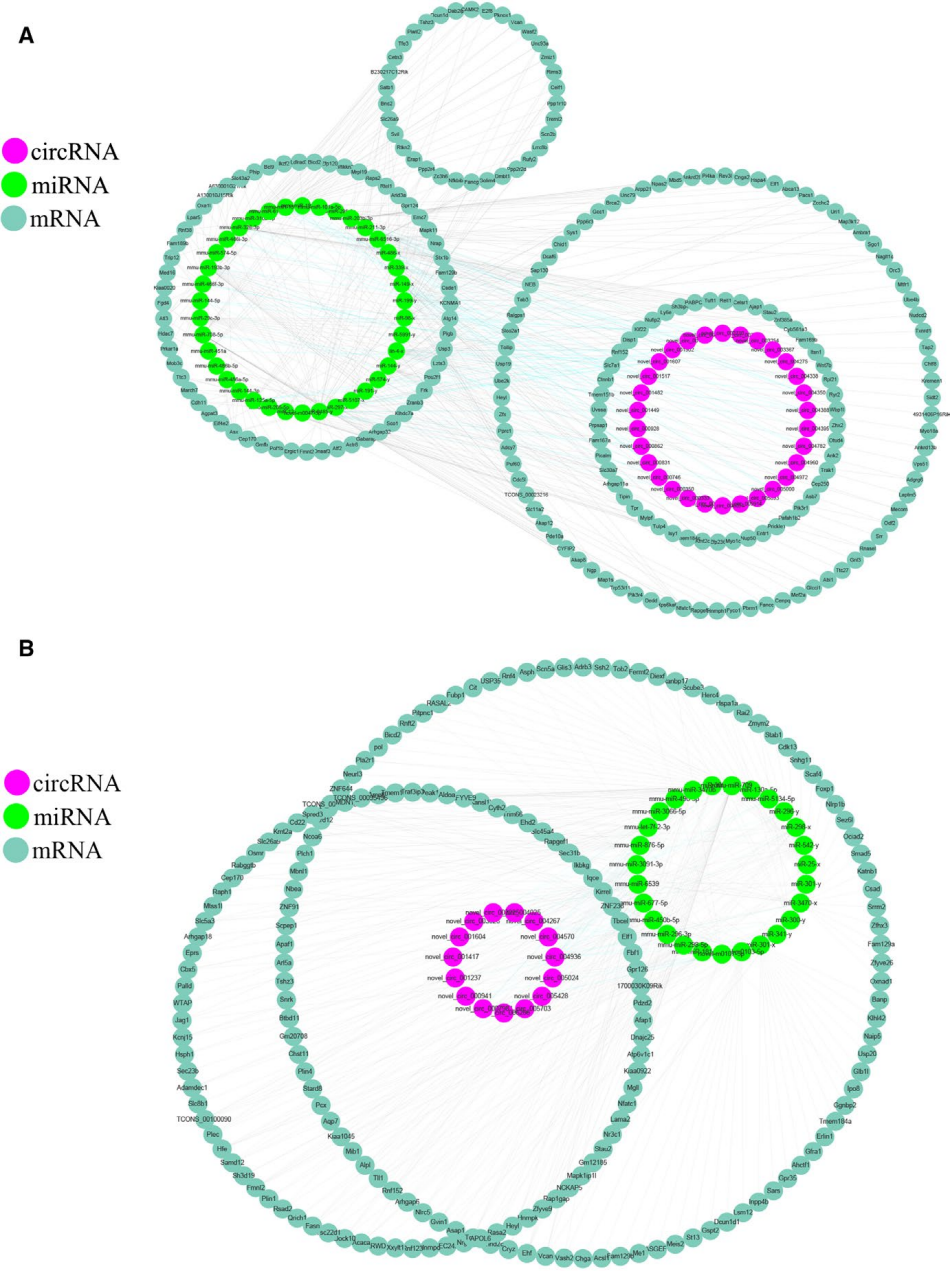
CircRNA‐associated ceRNA networks. CeRNA networks were constructed based on identified circRNA–miRNA and miRNA–mRNA interactions. The networks include increased circRNAs‐decreased miRNAs‐increased mRNAs and decreased circRNAs ‐ increased miRNAs‐decreased mRNAs in 2W/6W (−) and 6W/3M (+) group. (A) down‐up‐down (B) up‐down‐up

**TABLE 1:** Top15 DEcircRNAs in the thymus between 2‐wk‐old and 6‐wk‐old mouse

CircRNA ID	T‐2W_RPM	T‐6W_RPM	log2(FC)	*P* value
novel_circ_002600	6282.377	2524.3654	−1.31539	5.80E‐08
mmu_circ_0000130	1739.733	411.06649	−2.08142	9.51E‐05
novel_circ_002601	3203.865	1161.2558	−1.46413	.000193
novel_circ_002657	637.3261	22.816464	−4.80388	.000193
novel_circ_005640	959.8191	167.44411	−2.51908	.000606
novel_circ_006249	0.001	414.93092	18.66251	.000805
mmu_circ_0000909	0.001	399.84332	18.60908	.001563
novel_circ_002221	596.1799	98.994722	−2.59032	.002377
novel_circ_004311	455.5065	0.001	−18.7971	.002433
novel_circ_002628	0.001	365.43356	18.47925	.002507
novel_circ_002392	0.001	342.61709	18.38624	.003053
novel_circ_004939	3891.912	1720.4442	−1.1777	.003094
novel_circ_001377	412.4453	26.680896	−3.95032	.003707
mmu_circ_0001023	0.001	357.70469	18.44841	.004018
novel_circ_001409	46.89112	517.79007	3.464981	.004374

Abbreviation: FC, fold change; RPM, reads per million mapped reads.

**TABLE 2:** Top15 DEcircRNAs in the thymus between 6‐wk‐old and 3‐mo‐old mouse

CircRNA ID	T‐6W_RPM	T‐3M_RPM	log2(FC)	*P* value
novel_circ_002601	1161.256	4700.284	2.017062	3.25E‐14
novel_circ_002602	1047.173	4015.974	1.939249	2.34E‐09
mmu_circ_0001100	22.81646	944.118	5.37082	4.86E‐07
novel_circ_002600	2524.365	5384.594	1.092917	5.23E‐07
novel_circ_004338	936.5854	97.4279	−3.265	.000121
novel_circ_003454	841.085	64.95194	−3.69481	.000436
novel_circ_001994	247.4868	1066.482	2.107436	.000486
novel_circ_002939	1138.069	219.7915	−2.37238	.000543
novel_circ_004395	521.6545	32.47597	−4.00565	.000775
novel_circ_001902	388.25	0.001	−18.5666	.000947
novel_circ_003367	978.3539	219.7915	−2.15422	.001128
novel_circ_004936	0.001	479.5993	18.87147	.001142
novel_circ_001285	2189.107	981.5215	−1.15725	.001571
mmu_circ_0000861	2337.969	879.166	−1.41105	.001759
novel_circ_004267	22.81646	387.0989	4.084555	.002271

Abbreviations: FC, fold change; RPM, reads per million mapped reads.

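In Table 2, 7 of the 15 circRNAs were higher and 8 lower at 3M. The study threshold was passed by 14 of them, 6 had an adjusted p under 0.05 over all tested circRNAs, and 15 had one adjusted over the list alone. For 7 of them all libraries of one age held at most 3 counts, with lower limits of 1.79-fold to 4.97-fold. The libraries of the 2 ages did not overlap in any of the 15, as they would for 33.3% of features by chance. The normalised count of novel_circ_002601 rose from 1512 ± 121 (SD, n = 2) at 6W to 5107 ± 14.3 CPM at 3M, with 54 and 70 counts at 3M. Its log2 fold change was 1.75 (standard error 0.35, adjusted p = 0.0015). novel_circ_002602, intergenic on the plus strand of chromosome 17 from 39845827 to 39846120, rose from 23 and 19 counts to 46 and 60. Its normalised count rose from 1364 ± 331 to 4364 ± 31.3 CPM (log2 fold change 1.68, standard error 0.36, adjusted p = 0.0052). mmu_circ_0001100 comes from Snhg11 on chromosome 2 (158382504 to 158383163, plus strand, 660 nt). It held 0 and 1 counts at 6W and 8 and 18 at 3M, and was at least 4.97-fold higher at 3M (adjusted p = 0.037). For novel_circ_002600 the log2 fold change was 0.83 (standard error 0.31, adjusted p = 0.600). The other 3 circRNAs of Table 2 with an adjusted p under 0.05 were novel_circ_003454, novel_circ_004338 and mmu_circ_0000861, all lower at 3M.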

### 3.4 Functional enrichment analysis

Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis was used to determine the underlying biological mechanisms and pathways in the mouse thymus. Bubble charts were used to represent the top 20 pathways in 2W/6W (+) 6W/3M (−) group (Figure 5A,B) and 2W/6W (−) 6W/3M (+) group (Figure 5C,D), respectively. Each group included both positive and negative regulation. In the 2W/6W (+) 6W/3M (−) group, ceRNA gene‐related KEGG pathways were involved in pyruvate metabolism, lysine degradation, PI3K‐Akt signalling pathway, Ras signalling pathway, cytokine‐cytokine receptor interaction, insulin signalling pathway and so on (Tables S11 and 12). 

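Pathway membership was taken from the deposited mRNA table. The 12 pathways that the paper names were tested at the level of transcripts and of gene sums. The paper tested the genes of its ceRNA networks, whereas all called features of a group were tested here. Called features of each group and direction were compared with all tested features that have a pathway, 12841 transcripts or 5479 genes, by a one-sided hypergeometric test with Benjamini-Hochberg adjustment over the 48 tests of a level. In the 2W/6W (+) 6W/3M (−) group, cytokine-cytokine receptor interaction held 28 of the transcripts higher at 6W, where 10.9 would be there by chance (adjusted p = 2.3e-04). At the level of genes it held 23 against 7.68 (adjusted p = 8.8e-05). This was the only one of the 12 pathways with an adjusted p under 0.05 in this group. Over all 194 tested genes of this pathway the median log2 fold change was 0.36, with 154 higher and 40 lower at 6W. The camera test with a preset correlation of 0.01 between genes, over 12 pathways and 2 comparisons, gave an adjusted p of 2.0e-07 for it. Regulation of lipolysis in adipocyte had a camera adjusted p of 0.0077 from 2W to 6W. Of these calls, that of cytokine-cytokine receptor interaction held under fry (adjusted p = 0.014) and that of lipolysis did not (adjusted p = 0.183). With the correlation estimated from the libraries, neither held (adjusted p = 0.157 and 0.561).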

The ceRNA genes in the 2W/6W (−) 6W/3M (+) group were associated with biological processes including fatty acid biosynthesis and metabolism, regulation of lipolysis in adipocyte, pyruvate metabolism, insulin secretion, T cell receptor signalling pathway, regulation of autophagy, *etc* (Table S13 and S14).

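In the 2W/6W (−) 6W/3M (+) group, fatty acid biosynthesis held 4 of the transcripts higher at 3M against 0.334 by chance (adjusted p = 0.0078) and 3 of the genes (Acaca, Acsl1 and Fasn) against 0.0931 (adjusted p = 0.0021). The transcripts were those of Acaca, Acsl1 and, with 2 transcripts, Fasn, and these genes were named after their values were seen. The insulin signalling pathway held 6 of the genes higher at 3M (Acaca, Fasn, Gys2, Pck1, Ppp1r3c and Slc2a4, named likewise) against 1.21 by chance (adjusted p = 0.019), whereas its 8 transcripts against 3.79 did not pass (adjusted p = 0.328). No other pathway of the 12 had an adjusted p under 0.05 in this group at either level. In the camera test, the median log2 fold change of fatty acid metabolism was 0.25 over 48 genes and that of the regulation of lipolysis 0.22 over 50 genes, each with an adjusted p of 0.0077. Neither held under fry (adjusted p = 0.284 and 0.203). Fatty acid biosynthesis and the insulin signalling pathway passed neither camera (adjusted p = 0.060 and 0.161) nor fry (adjusted p = 0.373 and 0.203). The adipocyte genes listed beforehand also rose from 6W to 3M, with a median log2 fold change of 0.93 that was 0.33 without 3M replicate 1.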

**FIGURE 5:**
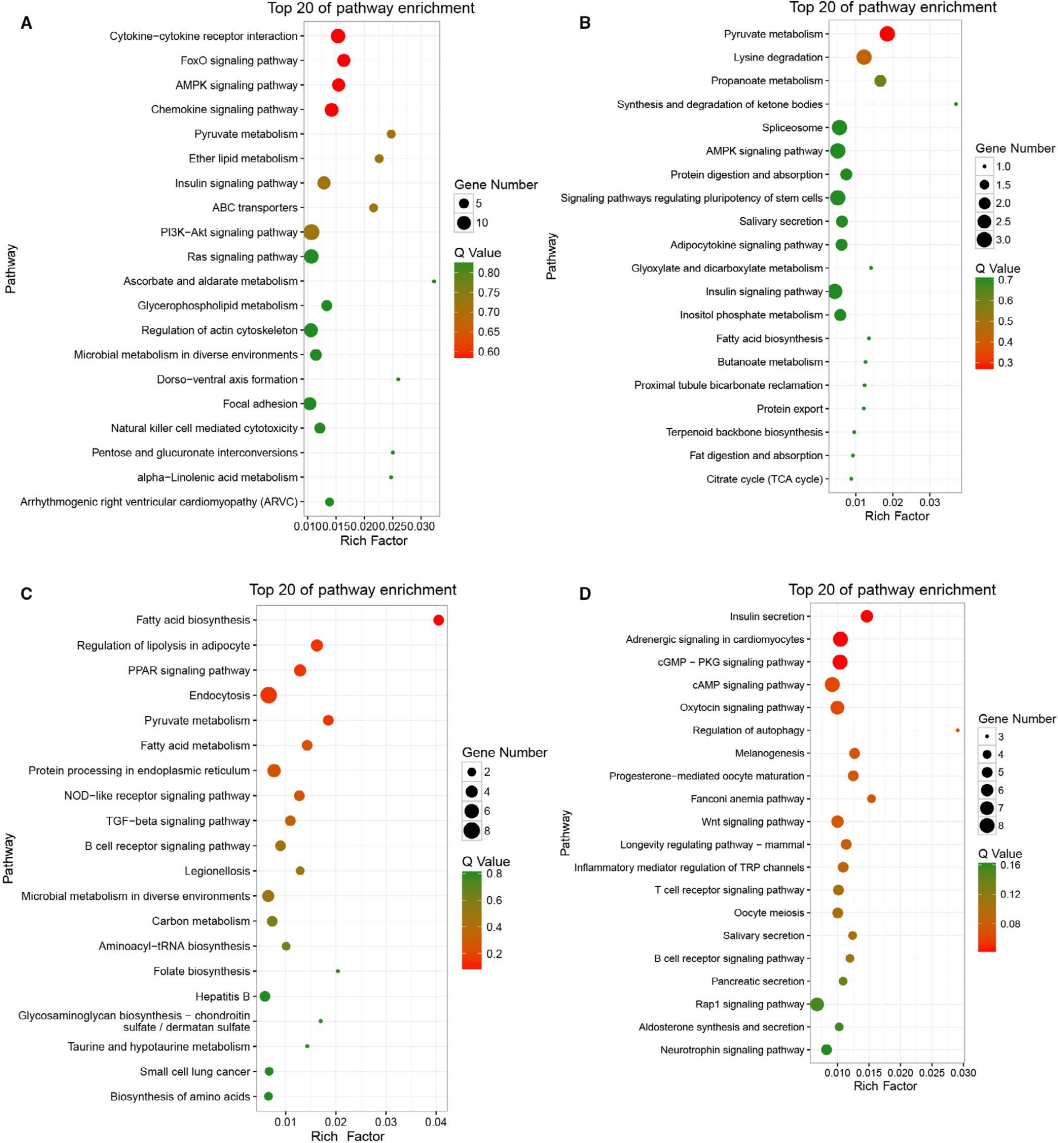
KEGG pathways analysis in the thymus. KEGG pathway enrichment analysis of up and down‐regulated mRNAs with top twenty Enrichment score. (A) 2W/6W (+) 6W/3M (−) group: up‐regulated mRNAs. (B) 2W/6W (+) 6W/3M (−) group: down‐regulated mRNAs. (C) 2W/6W (−) 6W/3M (+) group: up‐regulated mRNAs. (D) 2W/6W (−) 6W/3M (+) group: down‐regulated mRNAs. The *Y*‐axis label represents the pathway and the *X*‐axis label represents the rich factor. The colour and size of the bubble represent enrichment significance and the amount of differentially expressed genes enriched in the pathway, respectively

## 4 DISCUSSION

The thymus is a vital immune organ in humans and other mammals which is the primary site of T cell development.^25^ The thymus provides a specialized environment to facilitate T cell maturation and generate an extremely diverse T cell repertoire. It also establishes its self‐tolerance to prevent autoimmune diseases.^26^ The thymus begins the involution process and apparently exhibits symptoms of age‐related changes at an accelerated rate relative to other organs. Previous studies have found that some miRNAs play an important role in thymic development and involution.^27^, ^28^, ^29^ However, the role of circRNA‐associated ceRNA networks in these processes is unknown. We designed this experiment to further investigate the molecular mechanisms underlining these complex processes of the post‐natal rapid development and subsequent gradual decline in the thymus.

Consistent with the literature,^30^ the mouse thymus undergoes rapid growth after birth. After reaching its maximum size at 6 weeks, the mouse thymus begins to decline. To identify the key molecules involved in these processes and understand their possible mechanisms, RNA‐seq was performed to compare the expression of circRNA, miRNA and mRNA in the thymus of 2‐week‐old, 6‐week‐old and 3‐month‐old mice.

By systematically analysing the sequencing data, we identified DEcircRNAs, DEmiRNAs and DEmRNAs in the 2W vs 6W group and the 6W vs 3M group (fold change ≥2.0 and *P* < .05), and mainly constructed the ceRNA networks of the 2W/6W (+) 6W/3M (–) group and the 2W/6W (−) 6W/3M (+) group. These circRNA‐associated ceRNA networks are potentially involved in the development and early decline of thymus. For instance, mmu_circ_0001023, novel_circ_003800 were identified as ceRNAs of mmu‐miR‐434‐5p, which targets *Ids*. 

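mmu_circ_0001023 from Tank had 0 and 0 junction counts at 2W and 4 and 11 at 6W, at least 1.55-fold higher (adjusted p = 0.705). novel_circ_003800 from Mbnl1 had 0 and 1 counts at 2W and 6 and 10 at 6W, at least 1.68-fold higher (adjusted p = 0.874). Both were at or under 3 counts in each 2W library, so that their abundance at 2W was not measurable at this depth. The normalised count of mmu-miR-434-5p fell from 77.8 ± 16.9 (SD, n = 2) CPM at 2W to 28.6 ± 1.07 at 6W, a log2 fold change of -1.44 (standard error 0.31, adjusted p = 0.024). This miRNA belongs to the cluster on chromosome 12 between Dlk1 and Dio3, of which all 43 tested miRNAs were lower at 6W.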

The expression of *Ids* was higher in 6‐week‐old mice than that in 2‐week‐old mice. 

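Counts summed over the transcripts of Ids gave a normalised 49.0 ± 3.12 (SD, n = 2) CPM at 2W and 52.1 ± 1.39 at 6W, a log2 fold change of 0.09 (standard error 0.15, adjusted p = 0.777). This difference is smaller than its standard error. Among its transcripts, the assembled TCONS_00130286 had 0 and 0 estimated counts at 2W and 29 and 18 at 6W, at least 6.08-fold higher (adjusted p = 0.378). The annotated ENSMUST00000101509 had a log2 fold change of 0.15 (adjusted p = 0.855). The paper states that the 2 circRNAs are ceRNAs of the miRNA that targets Ids, and proposes that such networks take part in the development and the early decline of the thymus.

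**Figure D2:**
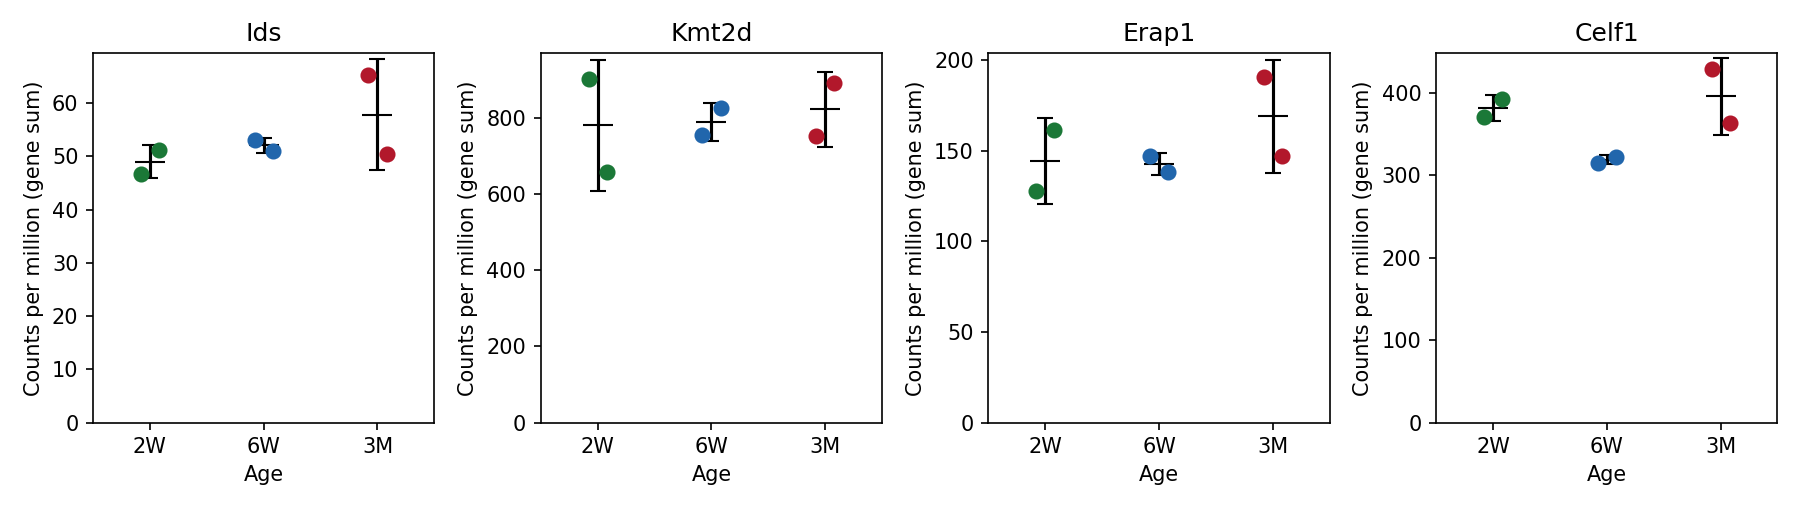
Normalised CPM of Ids, Kmt2d, Erap1 and Celf1, summed over the transcripts of each gene, in each of the 6 libraries by age. Points are single libraries and bars are the means of the 2 libraries of an age. For Ids the means are 49.0 at 2W and 52.1 at 6W.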

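The circRNA mmu_circ_0000909 comes from Zfp516 and had 0 and 0 junction counts at 2W and 9 and 7 at 6W, at least 1.73-fold higher (adjusted p = 0.705). The normalised count of mmu-miR-92a-1-5p fell from 78.4 ± 22.0 (SD, n = 2) CPM at 2W to 35.1 ± 2.79 at 6W (log2 fold change -1.16, standard error 0.27, adjusted p = 0.032). Without 2W replicate 1, the log2 fold change of mmu-miR-92a-1-5p was -0.75. Summed over its transcripts, Kmt2d had 780 ± 173 normalised CPM at 2W and 790 ± 49.9 at 6W, a log2 fold change of 0.02 (standard error 0.17, adjusted p = 0.966). It was 0.26 without 2W replicate 1 and -0.16 without 2W replicate 2. The assembled transcript TCONS_00043449 of Kmt2d rose from 205 and 237 estimated counts to 516 and 681 (log2 fold change 1.06, standard error 0.26, adjusted p = 0.470), while the annotated ENSMUST00000023741 had a log2 fold change of 0.05.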

*Ids* are necessary for skeletal myogenesis,^31^ cardiac development^32^ and also play key roles in the differentiation and proliferation of T cells.^33^, ^34^ Moreover, mmu_circ_0000909 was found to be a ceRNA of mmu‐miR‐92a‐1‐5p, which targets *KMT2D* *KMT2D* is a major enhancer of H3K4me1/2 methyltransferase which is essential for early embryonic development in mice.^35^ There is evidence that *KMT2D* is required for cell‐type‐specific gene expression and cell differentiation in model systems for adipogenesis and myogenesis.^36^ 

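mmu_circ_0000459 (Jarid2) fell from 5 and 4 junction counts at 6W to 0 and 0 at 3M, at least 1.03-fold lower. novel_circ_000862 (Rapgef6) fell from 12 and 12 counts to 1 and 3. Against a floor of 3 counts it was 2.73-fold lower, which is not a lower limit, since 1 library held 3 counts. novel_circ_001902 (Rnaseh2b) fell from 6 and 10 counts to 0 and 0, at least 1.79-fold lower, and novel_circ_002116 (Tnrc6b) from 3 and 7 to 0 and 0, at least 1.10-fold lower. Their adjusted p-values were 0.412 to 0.877. The normalised count of mmu-miR-125a-5p was 1481 ± 281 (SD, n = 2) CPM at 6W and 3615 ± 1667 at 3M, a log2 fold change of 1.29 (standard error 0.32, adjusted p = 0.085). Without 3M replicate 1, it was 0.72. It had an adjusted p under 0.05 with DESeq2, without a filter, in the fit of the 4 libraries compared, with a replicate term and in edgeR's exact test. Over all alternatives without a library left out, its adjusted p ranged from 4.3e-05 to 0.088.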

Its mutation is closely related to the occurrence of T and B cell‐associated lymphoma.^37^, ^38^ In the 2W/6W (−) 6W/3M (+) group, mmu_circ_0000459, novel_circ_000862, novel_circ_001902 and novel_circ_002116 were identified as ceRNAs of mmu‐miR‐125a‐5p, which targets *Erap1*. *Erap1* is an M1 zinc metalloprotease family member which has a significant impact on peptide processing function and the repertoire of peptides presented. In addition, the deregulation of *ERAP1* can affect CD8^+^ T cell response.^39^, ^40^ Several researches have shown that the absence of *ERAP1* expression in mice results in increased production of proinflammatory cytokines.^39^ The occurrence of inflammation is closely related to thymic ageing.^4^, ^41^ The down‐regulation of *Erap1* in 3‐month‐old mice may be associated with the early thymic decline. 

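Summed over its transcripts, Erap1 had 143 ± 5.96 (SD, n = 2) normalised CPM at 6W and 169 ± 31.0 at 3M, a log2 fold change of 0.24 (standard error 0.17, adjusted p = 0.541). Leaving out 3M replicate 1 gave 0.05. The assembled transcript TCONS_00029887 had 23 and 21 estimated counts at 6W and 0 and 0 at 3M, at least 5.88-fold lower (adjusted p = 0.655). The annotated ENSMUST00000169114 had a log2 fold change of 0.25 (adjusted p = 0.831), and both ENSMUST00000221526 and ENSMUST00000222127 were lower at 3M, with log2 fold changes of -0.38 and -1.04. The paper proposes that a lower expression of Erap1 at 3 months is linked to the early decline, by way of inflammation.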

Besides, mmu_circ_0001431, novel_circ_004960, novel_circ_005000 and novel_circ_005893 were identified as ceRNAs of mmu‐miR‐135a‐5p, which targets *Celf1*. 

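mmu_circ_0001431 from Pan3 had 40 and 46 junction counts at 6W and 7 and 17 at 3M, a normalised 2757 ± 30.6 (SD, n = 2) and 952 ± 412 CPM (log2 fold change -1.49, standard error 0.43, adjusted p = 0.115). novel_circ_004960 from Alms1 (4 and 7 counts at 6W) and novel_circ_005000 from Foxp1 (7 and 4 counts) had 0 counts in each 3M library, at least 1.23-fold and 1.28-fold lower. novel_circ_005893 from Scaper fell from 18 and 16 counts to 3 and 3, 3.89-fold lower against a floor of 3 counts (adjusted p = 0.564). With 3 counts found in each 3M library, this ratio is not a lower limit. The adjusted p-values of novel_circ_004960 and novel_circ_005000 were 0.877 and 0.840. mmu-miR-135a-5p had 11 and 9 counts at 6W and 25 and 22 at 3M, a log2 fold change of 1.15 (standard error 0.47, adjusted p = 0.230). Summed over its transcripts, Celf1 had 319 ± 5.50 normalised CPM at 6W and 396 ± 46.3 at 3M, a log2 fold change of 0.31 (standard error 0.12, adjusted p = 0.310). Without 3M replicate 1 it was 0.19. The transcript ENSMUST00000177642 of Celf1 had 200 and 90 estimated counts at 6W and 0 and 0 at 3M, at least 39.4-fold lower (adjusted p = 0.719).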

*Celf1*, a member of the *Celf* family, belongs to RNA‐binding proteins. Previous research has indicated that *Celf1* may affect the embryonic development process^42^, ^43^ and involve in the proliferation and division of T cells.^44^ Other links in these ceRNA networks are listed in Tables [Link], [Link], [Link], [Link].

In order to clarify ceRNA functions in mouse thymus, KEGG pathway enrichment analysis was used to determine the underlying biological pathways. The metabolism pathways such as pyruvate metabolism, fatty acid metabolism were significantly enriched pathways in both groups. 

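Pyruvate metabolism held 4 of the transcripts higher at 6W in the 2W/6W (+) 6W/3M (−) group against 2.60 by chance (hypergeometric test, adjusted p = 0.663), and 1 of the lower transcripts against 0.788 (adjusted p = 0.841). The 4 were transcripts of Me1, Acacb, Pck2 and Aldh3a2, and the 1 was of Ldha, and the genes in this paragraph were named after their values were seen. In the 2W/6W (−) 6W/3M (+) group it held 3 of the higher transcripts (of Pck1, Acaca and Me1) against 0.960 (adjusted p = 0.343) and 0 of the lower ones against 1.22. Fatty acid metabolism held 4 of the transcripts higher at 6W (of Oxsm, Acsl3 and, by 2 transcripts, Scd1) against 3.11 (adjusted p = 0.725) and 4 of those higher at 3M (of Acsl1, Acaca and, by 2 transcripts, Fasn) against 1.15 (adjusted p = 0.328). The adjusted values that the paper's supplement gives for pyruvate metabolism are 0.272 in Table S11, 0.717 in Table S12 and 0.143 in Table S14. For fatty acid metabolism the paper's adjusted values are 0.702, 0.882 and 0.242 in the same tables. The unadjusted p of the paper's enrichment test for pyruvate metabolism are 0.0026, 0.017 and 0.0060 in these tables. For fatty acid metabolism they are 0.299, 0.720 and 0.012.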

Metabolism interconnects with signalling events to influence cell cycle, differentiation, cell death and immunological function.^45^ Yang *et al* ^46^ reported that mTORC1 coordinated multiple metabolic programmes in T cells including glycolysis, lipid synthesis and oxidative phosphorylation to affect lymphocyte activation and fate decisions in adaptive immunity. In addition, Ras signalling pathway was found to be enriched in the 2W/6W (+) 6W/3M (−) group. 

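The Ras signalling pathway held 14 of the transcripts higher at 6W against 15.0 by chance (hypergeometric test, adjusted p = 0.863) and 6 of the lower ones against 4.56 (adjusted p = 0.695). The paper's adjusted value for this pathway in Table S12 is 0.830, and the unadjusted p of its enrichment test is 0.047. All 10 tested transcripts that Table S12 lists for it were higher at 6W, as they were chosen to be, and 7 were past the study threshold. Summed by gene, 7 of the 10 were higher, with a median log2 fold change of 0.38.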

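Table S13 lists 6 transcripts of the insulin secretion pathway, which were lower at 3M than at 6W, as they were chosen to be. Of these, 3 were past the study threshold and none had an adjusted p under 0.05. Counts summed over all transcripts of their 5 genes (Adcy7, Atf2, Camk2a, Kcnma1 and Ryr2) were lower for 4 genes, with a median log2 fold change of -0.02 and none past the study threshold. Over the 63 tested genes of the pathway, 33 were higher and 30 lower at 3M, with a median log2 fold change of 0.01 (camera, adjusted p = 0.836). The paper's adjusted value in Table S13 is 0.0431.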

Some evidence indicates that the activation of the Ras signalling pathway is critical for T cell development in the thymus.^47^, ^48^, ^49^ In the 2W/6W (−) 6W/3M (+) group, the expression of DEmRNAs related to the Insulin secretion pathway was significantly down‐regulated. Insulin is a key hormone which controls the metabolism of carbohydrates, proteins and lipids. Previous studies indicated that insulin receptor signalling controlled T cell proliferation, cytokine production and regulated adaptive immunity.^50^, ^51^ It suggests that insulin signalling pathway may modulate the thymus ageing through controlling the development of the thymocytes.

In summary, we demonstrated the circRNA‐associated ceRNA profiles of the mouse thymus at different time points by using deep‐RNA‐seq analysis for the first time. These results shed light on the possible contribution of the ceRNAs to the development and involution of the thymus.

## CONFLICT OF INTEREST

The authors declare that there are no conflicts of interest.

## AUTHORS CONTRIBUTIONS

WZ, JW and YZ designed the study. WL, NM, BY, YZ, YY, QL and T.YW. participated in the animal experiments including tissue collection and RNA/protein extraction. WL, NM, XF.C., JW and WZ analysed the data and wrote the paper. The final manuscript has been seen and approved by all authors.

## Supporting information

Fig S1 Click here for additional data file.

Table S1 Click here for additional data file.

Table S2 Click here for additional data file.

Table S3 Click here for additional data file.

Table S4 Click here for additional data file.

Table S5 Click here for additional data file.

Table S6 Click here for additional data file.

Table S7 Click here for additional data file.

Table S8 Click here for additional data file.

Table S9 Click here for additional data file.

Table S10 Click here for additional data file.

Table S11 Click here for additional data file.

Table S12 Click here for additional data file.

Table S13 Click here for additional data file.

Table S14 Click here for additional data file.

Table S15 Click here for additional data file.

## References

[1] Parkin J , Cohen B . An overview of the immune system. Lancet (London, England). 2001;357:1777‐1789.10.1016/S0140-6736(00)04904-711403834

[2] Wu H , Qin X , Dai H , Zhang Y . Time‐course transcriptome analysis of medullary thymic epithelial cells in the early phase of thymic involution. Mol Immunol. 2018;99:87‐94.2973054710.1016/j.molimm.2018.04.010

[3] Zaharie D , Moleriu RD , Mic FA . Modeling the development of the post‐natal mouse thymus in the absence of bone marrow progenitors. Sci Rep. 2016;6:36159.2782407010.1038/srep36159PMC5099910

[4] Ye Y , Li D , Ouyang D , et al. MicroRNA expression in the aging mouse thymus. Gene. 2014;547:218‐225.2495655910.1016/j.gene.2014.06.039

[5] Guo Z , Chi F , Song Y , et al. Transcriptome analysis of murine thymic epithelial cells reveals ageassociated changes in microRNA expression. Int J Mol Med. 2013;32:835‐842.2396955510.3892/ijmm.2013.1471

[6] Zhang H , Artiles KL , Fire AZ . Functional relevance of "seed" and "non‐seed" sequences in microRNA‐mediated promotion of *C elegans* developmental progression. RNA (New York, NY). 2015;21:1980‐1992.10.1261/rna.053793.115PMC460443626385508

[7] Constantin L , Constantin M , Wainwright BJ . MicroRNA biogenesis and hedgehog‐patched signaling cooperate to regulate an important developmental transition in granule cell development. Genetics. 2016;202:1105‐1118.2677304810.1534/genetics.115.184176PMC4788112

[8] Li Y , Chen D , Jin L , et al. MicroRNA‐20b‐5p functions as a tumor suppressor in renal cell carcinoma by regulating cellular proliferation, migration and apoptosis. Mol Med Rep. 2016;13:1895‐1901.2670857710.3892/mmr.2015.4692

[9] Li Y , Chen D , Jin LU , et al. Oncogenic microRNA‐142‐3p is associated with cellular migration, proliferation and apoptosis in renal cell carcinoma. Oncol Lett. 2016;11:1235‐1241.2689372510.3892/ol.2015.4021PMC4734216

[10] Geiger J , Dalgaard LT . Interplay of mitochondrial metabolism and microRNAs. Cell Mol Life Sci. 2017;74:631‐646.2756370510.1007/s00018-016-2342-7PMC11107739

[11] Xu M , Gan T , Ning H , Wang L . MicroRNA functions in thymic biology: thymic development and involution. Front Immunol. 2018;9:2063.3025464010.3389/fimmu.2018.02063PMC6141719

[12] Kroesen BJ , Teteloshvili N , Smigielska‐Czepiel K , et al. Immuno‐miRs: critical regulators of T‐cell development, function and ageing. Immunology. 2015;144:1‐10.2509357910.1111/imm.12367PMC4264905

[13] Berrih‐Aknin S , Le Panse R . Myasthenia gravis: a comprehensive review of immune dysregulation and etiological mechanisms. J Autoimmun. 2014;52:90‐100.2438903410.1016/j.jaut.2013.12.011

[14] Guo D , Ye Y , Qi J , et al. MicroRNA‐195a‐5p inhibits mouse medullary thymic epithelial cells proliferation by directly targeting Smad7. Acta Biochim Biophys Sin. 2016;48:290‐297.2683742110.1093/abbs/gmv136PMC4885129

[15] Qu S , Liu Z , Yang X , et al. The emerging functions and roles of circular RNAs in cancer. Cancer Lett. 2018;414:301‐309.2917479910.1016/j.canlet.2017.11.022

[16] Kristensen LS , Andersen MS , Stagsted LVW , et al. The biogenesis, biology and characterization of circular RNAs. Nature reviews Genetics. 2019; 20: 675‐691.10.1038/s41576-019-0158-731395983

[17] Yang W , Du WW , Li X , Yee AJ , Yang BB . Foxo3 activity promoted by non‐coding effects of circular RNA and Foxo3 pseudogene in the inhibition of tumor growth and angiogenesis. Oncogene. 2016;35:3919‐3931.2665715210.1038/onc.2015.460

[18] Han D , Li J , Wang H , et al. Circular RNA circMTO1 acts as the sponge of microRNA‐9 to suppress hepatocellular carcinoma progression. Hepatology (Baltimore, MD). 2017;66:1151‐1164.10.1002/hep.2927028520103

[19] Lukiw WJ , Circular RNA . circRNA) in Alzheimer's disease (AD. Front Genet. 2013;4:307.2442716710.3389/fgene.2013.00307PMC3875874

[20] Wang YS , Zhou J , Hong K , Cheng XS , Li YG . MicroRNA‐223 displays a protective role against cardiomyocyte hypertrophy by targeting cardiac troponin I‐interacting kinase. Cell Physiol Biochem. 2015;35:1546‐1556.2579237710.1159/000373970

[21] Zhang C , Wang X , Chen Y , Wu Z , Zhang C , Shi W . The down‐regulation of hsa_circ_0012919, the sponge for miR‐125a‐3p, contributes to DNA methylation of CD11a and CD70 in CD4(+) T cells of systemic lupus erythematous. Clin Sci (London, England. 1979;2018(132):2285‐2298.10.1042/CS2018040330237316

[22] Fuchs S , Naderi J , Meggetto F . Non‐coding RNA networks in ALK‐positive anaplastic‐large cell lymphoma. Int J Mol Sci. 2019;20(9):2150.10.3390/ijms20092150PMC653924831052302

[23] Rong D , Sun H , Li Z , et al. An emerging function of circRNA‐miRNAs‐mRNA axis in human diseases. Oncotarget. 2017;8:73271‐73281.2906986810.18632/oncotarget.19154PMC5641211

[24] Shu X , Cheng L , Dong Z , Shu S . Identification of circular RNA‐associated competing endogenous RNA network in the development of cleft palate. J Cell Biochem. 2019;120:16062‐16074.3107406810.1002/jcb.28888

[25] Petrie HT , Zuniga‐Pflucker JC . Zoned out: functional mapping of stromal signaling microenvironments in the thymus. Annu Rev Immunol. 2007;25:649‐679.1729118710.1146/annurev.immunol.23.021704.115715

[26] Pearse G . Normal structure, function and histology of the thymus. Toxicol Pathol. 2006;34:504‐514.1706794110.1080/01926230600865549

[27] Ebert PJ , Jiang S , Xie J , Li QJ , Davis MM . An endogenous positively selecting peptide enhances mature T cell responses and becomes an autoantigen in the absence of microRNA miR‐181a. Nat Immunol. 2009;10:1162‐1169.1980198310.1038/ni.1797PMC3762483

[28] Zheng Q , Zhou L , Mi QS . MicroRNA miR‐150 is involved in Valpha14 invariant NKT cell development and function. J Immunol (Baltimore, Md. 1950;2012(188):2118‐2126.10.4049/jimmunol.1103342PMC737541222287707

[29] Xu M , Sizova O , Wang L , Su DM . A fine‐tune role of Mir‐125a‐5p on Foxn1 during age‐associated changes in the thymus. Aging Dis. 2017;8:277‐286.2858018410.14336/AD.2016.1109PMC5440108

[30] Shanley DP , Aw D , Manley NR , Palmer DB . An evolutionary perspective on the mechanisms of immunosenescence. Trends Immunol. 2009;30:374‐381.1954153810.1016/j.it.2009.05.001

[31] Biederer CH , Ries SJ , Moser M , et al. The basic helix‐loop‐helix transcription factors myogenin and Id2 mediate specific induction of caveolin‐3 gene expression during embryonic development. J Biol Chem. 2000;275:26245‐26251.1083542110.1074/jbc.M001430200

[32] Springhorn JP , Ellingsen O , Berger HJ , Kelly RA , Smith TW . Transcriptional regulation in cardiac muscle. Coordinate expression of Id with a neonatal phenotype during development and following a hypertrophic stimulus in adult rat ventricular myocytes in vitro. J Biol Chem. 1992;267:14360‐14365.1378442

[33] Maruyama T , Li J , Vaque JP , et al. Control of the differentiation of regulatory T cells and T(H)17 cells by the DNA‐binding inhibitor Id3. Nat Immunol. 2011;12:86‐95.2113196510.1038/ni.1965PMC3140164

[34] Nakatsukasa H , Zhang D , Maruyama T , et al. The DNA‐binding inhibitor Id3 regulates IL‐9 production in CD4(+) T cells. Nat Immunol. 2015;16:1077‐1084.2632248110.1038/ni.3252PMC5935106

[35] Wang C , Lee JE , Lai B , et al. Enhancer priming by H3K4 methyltransferase MLL4 controls cell fate transition. Proc Natl Acad Sci USA. 2016;113:11871‐11876.2769814210.1073/pnas.1606857113PMC5081576

[36] Lee JE , Wang C , Xu S , et al. H3K4 mono‐ and di‐methyltransferase MLL4 is required for enhancer activation during cell differentiation. eLife. 2013;2:e01503.2436873410.7554/eLife.01503PMC3869375

[37] Zhang J , Dominguez‐Sola D , Hussein S , et al. Disruption of KMT2D perturbs germinal center B cell development and promotes lymphomagenesis. Nat Med. 2015;21:1190‐1198.2636671210.1038/nm.3940PMC5145002

[38] Ji MM , Huang YH , Huang JY , et al. Histone modifier gene mutations in peripheral T‐cell lymphoma not otherwise specified. Haematologica. 2018;103:679‐687.2930541510.3324/haematol.2017.182444PMC5865443

[39] Aldhamen YA , Seregin SS , Rastall DP , et al. Endoplasmic reticulum aminopeptidase‐1 functions regulate key aspects of the innate immune response. PLoS ONE. 2013;8:e69539.2389449910.1371/journal.pone.0069539PMC3722114

[40] Lopez de Castro JA . How ERAP1 and ERAP2 shape the peptidomes of disease‐associated MHC‐I proteins. Front Immunol. 2018;9:2463.3042571310.3389/fimmu.2018.02463PMC6219399

[41] Yue S , Zheng X , Zheng Y . Cell‐type‐specific role of lamin‐B1 in thymus development and its inflammation‐driven reduction in thymus aging. Aging Cell. 2019;18:e12952.3096854710.1111/acel.12952PMC6612680

[42] Zheng Y , Miskimins WK . CUG‐binding protein represses translation of p27Kip1 mRNA through its internal ribosomal entry site. RNA Biol. 2011;8:365‐371.2150868110.4161/rna.8.3.14804PMC3218506

[43] Zhang L , Lee JE , Wilusz J , Wilusz CJ . The RNA‐binding protein CUGBP1 regulates stability of tumor necrosis factor mRNA in muscle cells: implications for myotonic dystrophy. J Biol Chem. 2008;283:22457‐22463.1855934710.1074/jbc.M802803200PMC2504872

[44] Beisang D , Reilly C , Bohjanen PR . Alternative polyadenylation regulates CELF1/CUGBP1 target transcripts following T cell activation. Gene. 2014;550:93‐100.2512378710.1016/j.gene.2014.08.021PMC4162518

[45] Wang R , Green DR . Metabolic checkpoints in activated T cells. Nat Immunol. 2012;13:907‐915.2299088810.1038/ni.2386

[46] Yang K , Shrestha S , Zeng H , et al. T cell exit from quiescence and differentiation into Th2 cells depend on Raptor‐mTORC1‐mediated metabolic reprogramming. Immunity. 2013;39:1043‐1056.2431599810.1016/j.immuni.2013.09.015PMC3986063

[47] Lapinski PE , Qiao Y , Chang CH , King PD . A role for p120 RasGAP in thymocyte positive selection and survival of naive T cells. J Immunol (Baltimore, Md. 1950;2011(187):151‐163.10.4049/jimmunol.1100178PMC311976721646295

[48] Kortum RL , Rouquette‐Jazdanian AK , Samelson LE . Ras and extracellular signal‐regulated kinase signaling in thymocytes and T cells. Trends Immunol. 2013;34:259‐268.2350695310.1016/j.it.2013.02.004PMC3856398

[49] Iborra S , Soto M , Stark‐Aroeira L , et al. H‐ras and N‐ras are dispensable for T‐cell development and activation but critical for protective Th1 immunity. Blood. 2011;117:5102‐5111.2144491610.1182/blood-2010-10-315770

[50] Fischer HJ , Sie C , Schumann E , et al. The insulin receptor plays a critical role in T cell function and adaptive immunity. J Immunol (Baltimore, Md. 1950;2017(198):1910‐1920.10.4049/jimmunol.160101128115529

[51] Tsai S , Clemente‐Casares X , Zhou AC , et al. Insulin receptor‐mediated stimulation boosts T cell immunity during inflammation and infection. Cell Metab. 2018;28:922‐934.e4.3017430310.1016/j.cmet.2018.08.003

# Supplementary material for: Comprehensive analysis of circRNA expression profiles and circRNA‐associated competing endogenous RNA networks in the development of mouse thymus
**Source:** J Cell Mol Med. 2020 Apr 19;24(11):6340–9. doi: 10.1111/jcmm.15276
**Supplement:** Supplementary file 16 — Table S15

**RNA-seq**

After total RNA was extracted, rRNAs were removed to retain mRNAs and ncRNAs. The enriched mRNAs and ncRNAs were fragmented into short fragments by using fragmentation buffer and reverse transcribed into cDNA with random primers. Second-strand cDNA were synthesized by DNA polymerase I, RNase H, dNTP (dUTP instead of dTTP) and buffer. Next, the cDNA fragments were purified with QiaQuick PCR extraction kit, end repaired, poly(A) added, and ligated to Illumina sequencing adapters. Then UNG (Uracil-N-Glycosylase) was used to digest the second-strand cDNA. The digested products were size selected by agarose gel electrophoresis, PCR amplified, and sequenced using Illumina HiSeqTM 4000 by Gene Denovo Biotechnology Co. (Guangzhou, China).

**miRNA-seq**

After total RNA was extracted by Trizol, the RNA molecules in a size range of 18–30nt were enriched by polyacrylamide gel electrophoresis (PAGE). Then the 3’ adapters were added and the 36-44nt RNAs were enriched. The 5’ adapters were then ligated to the RNAs as well. The ligation products were reverse transcribed by PCR amplification and the 140-160bp size PCR products were enriched to generate a cDNA library and sequenced using Illumina HiSeqTM 2500 by Gene Denovo Biotechnology Co. (Guangzhou, China).

How the deposited data were processed for this re-analysis (not part of the article)

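RNA from the thymus of male C57BL/6 mice was sequenced at 2 weeks, 6 weeks and 3 months, with 2 libraries per age, as small RNA for miRNAs and as ribosomal RNA-depleted, strand-specific RNA for circRNAs, mRNAs and lncRNAs. The 6 libraries of each class were grouped by the age in their labels, and 6W was compared with 2W and 3M with 6W. The deposited tables were taken as they are. The paper states that raw data were submitted as well, but reads were not used here.

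For circRNAs, the authors deposited junction counts and RPM. RPM equals the count per 1000000 junction counts of the library. For miRNAs, the authors deposited tag counts and TPM with 0.01 in place of 0. No miRNA count in the deposited table equals 1. For mRNAs and lncRNAs, the authors deposited estimated counts per transcript (expected counts of a quantification program) and FPKM. Of the lncRNA counts, 61.8% are not whole numbers. The paper's text names neither the programs nor the genome build behind these tables. The transcript ENSMUST00000192833 took 27.8% to 40.0% of the lncRNA counts. The median estimated count of a detected transcript was 47.7 to 59.3 for mRNAs and 7.00 to 7.83 for lncRNAs.

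Tests were run in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test, prior count 0.125), DESeq2 1.42.0 and limma 3.58.1 (camera and fry), and tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. Estimated counts were rounded. circRNAs with at least 6 counts over the libraries were tested, and the other classes were filtered with edgeR's filterByExpr by age. Standard errors were computed from the fitted log2 fold change and the F statistic. Normalised counts per 1000000 (CPM) use the TMM-scaled library size. Transcripts were summed by gene symbol, joining symbols that differ only in case for 665 genes, which was decided after the table was read. For 488 genes, all transcripts are assembled ones (TCONS), some under human symbols. P-values were adjusted by the Benjamini-Hochberg method within each RNA class and comparison.

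The 2 comparisons share the 6W libraries. Groups without an age difference were simulated with the mean, the spread and the library sizes of each class. They were drawn 20 times for circRNAs and miRNAs, 8 times for mRNAs and 10 times for lncRNAs, and taken through the same test. Only features that had passed the filter were simulated, and they were filtered again, so that fewer were tested than in the data. The tests were also tested on simulated data in which 200 features of each class changed 4-fold. At the study threshold, 42.0% of the changed circRNAs, 94.0% of the miRNAs, 58.0% of the mRNA transcripts, 61.5% of the lncRNA transcripts and 95.0% of the gene sums were recovered. At an adjusted p under 0.05 these shares were 17.0%, 88.5%, 7.50%, 2.00% and 78.5%. In the same simulated mRNA transcripts, DESeq2 called 282 unchanged transcripts at an adjusted p under 0.05, and edgeR's quasi-likelihood test 1.

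The comparisons, tests, named features and alternatives were chosen before the data were examined, apart from those marked as chosen afterwards. Named are every RNA that the paper names in its results, its discussion or Tables 1 and 2. Full statistics are given for the first 3 circRNAs of each table and those of the discussion, and the others are summarised. Also named are, for each RNA class and comparison, the 2 features of each direction with the smallest p among those with an adjusted p under 0.05 and an absolute log2 fold change over 1 whose libraries do not overlap. The alternatives were DESeq2 with its size factors, total counts as the only scaling, no filter, filterByExpr for circRNAs, a fit of the 4 libraries compared, a replicate term, edgeR's exact test, the log2 ratio of group means with a floor (0.001, or 0.01 for miRNAs) in place of 0, prior count 2, gene sums in place of transcripts, and each library left out in turn. Chosen after seeing the data were circRNA counts scaled to the mRNA counts of the library, miRNA library totals implied by TPM, the exact test without a filter on ratios of group means, gene sums by exact symbol and further references for the circRNA content.

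Network nodes were read from Tables S7 to S10 and pathways from the deposited mRNA table. Lists of 131 marker genes for 12 cell types (DP thymocyte, mature thymocyte, cycling cell, cortical and medullary thymic epithelium, adipocyte, red blood cell, B cell and plasma cell, myeloid, fibroblast, skeletal muscle and exocrine gland) were tested with camera at a preset correlation of 0.01 and with fry. No gene is on more than 1 list. A pair of liver gene lists was added after seeing the data. The miRNAs of the chromosome 12 cluster between Dlk1 and Dio3 were taken from the annotation. Libraries were also checked for pairs that share a replicate number. Left out were statements on the size of the thymus, the prediction of targets and the conservation of sequences, for which the deposited files hold no values. Leaving out 1 library leaves 1 at that age, so that only log2 fold changes, and no calls, are given for these fits.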

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

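The lncRNA table is not analysed in the paper, and the other results below are measures that the paper does not give, taken from tables that it does analyse. The tests on miR-122-5p, on depth and detection, on the most abundant circRNAs, on the chromosome 17 region, on chance numbers, on the miRNA cluster and on red blood cells were chosen only after the result was seen. The others were written down beforehand. The tests on chance numbers were changed from numbers to shares after their values were seen.

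The lncRNA table, which the paper does not report on, held 240 transcripts past the study threshold from 2W to 6W (147 higher and 93 lower) and 236 from 6W to 3M (109 higher and 127 lower). In edgeR's quasi-likelihood test, no lncRNA transcript had an adjusted p under 0.05 in either comparison. An unadjusted p under 0.05 was held by 398 and 394. At the adjusted p, that test recovered 2.00% of the lncRNA transcripts changed 4-fold in simulated data. DESeq2 gave 56 and 72 at the adjusted p, but called 24 unchanged transcripts in that simulation. The exact test gave 68 and 104, and the fit without a filter 244 and 278. With ratios of the FPKM means in place of the fitted fold change, the balance past the study threshold reversed in both comparisons. Then 115 were higher and 137 lower at 6W, and 127 higher and 112 lower at 3M. With total counts as the only scaling it did not reverse (126 and 113 at 6W, 98 and 155 at 3M). In groups simulated without an age difference, at most 4.41% and 4.69% of the tested transcripts were past the threshold. The observed shares were 5.16% and 5.08%. The simulated transcripts had already passed the filter and were filtered again, which left 4222 to 4324 of the 4647. The shares thus rest on unlike sets, and whether chance gave all of the calls stays open. In both comparisons 1.12% were past the threshold, and 0.820% to 1.41% were in the simulations. Spearman's rho was 0.813 to 0.860 between replicates and 0.762 to 0.839 between ages. Age remains an untested explanation.

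Members of the miRNA cluster on chromosome 12 between Dlk1 and Dio3 were lower at 6W than at 2W. All 43 tested members, from 61 loci of the annotation, were lower, with a median log2 fold change of -1.62, and 21 had an adjusted p under 0.05. Lower at 6W and past the study threshold were 37 of them and 58 of the 779 other miRNAs. Fisher's exact test on these lower calls gave a two-sided p of 5.5e-32, across miRNAs that are not independent replicates. The camera test gave an adjusted p of 2.9e-24, fry 0.014 and an estimated correlation 0.061. With a replicate term the adjusted p of fry was 0.060. The cluster was examined because Table S3, called on these same libraries, lists many of its members as lower at 6W. These p-values, that of Fisher's exact test included, are therefore not independent evidence. The median was -1.65 with total counts, -1.53 with DESeq2's size factors and between -1.68 and -1.48 with each library left out in turn. The share of all miRNA counts fell from 0.158% and 0.171% at 2W to 0.0598% and 0.0607% at 6W, and was 0.0530% and 0.0378% at 3M. Scaling by the cluster's own counts is argued against, since the median was -1.58 when its members were left out of the normalization. The fibroblast list did not fall with the cluster: its median was 0.42, with 7 genes higher and 3 lower (camera adjusted p = 0.021, fry 0.128). It holds 10 genes and its rise did not pass under fry, so that fewer connective tissue cells at 6W stay open. At 3M against 6W the median was -0.44, with 38 members lower and 5 higher (camera adjusted p = 7.9e-06, fry 0.119), and it was -0.73 without 3M replicate 1. A change with age in the transcription of this region is a candidate explanation that these libraries do not test further, and the median of all other miRNAs was -0.08.

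Alb, an abundant liver transcript, had 2406 and 2186 counts at 2W, 2548 and 19 at 6W, and 3030 and 45 at 3M. Over 8 liver genes looked at first, the median ratio of replicate 1 to replicate 2 was 37.0 at 6W and 57.8 at 3M. Over 15 liver genes not looked at before, it was 3.60 at 6W and 4.82 at 3M, with 15 and 14 genes higher in replicate 1. RNA from liver in these libraries cannot be told apart from other sources, because the ratio of 3.60 stayed under the 10 set beforehand while the direction was shared by the genes. Expression of tissue-restricted genes by medullary epithelium is argued against, since Aire was not higher in 6W replicate 1 (ratio 0.845). Liver tissue within the dissected thymus cannot be told apart from other sources either. In the small RNA of the same samples the liver miRNA mmu-miR-122-5p had 163 and 118 counts at 2W, 64 and 44 at 6W, and 77 and 22 at 3M. Its ratio of replicate 1 to replicate 2, 2.93 at 3M and 1.30 at 6W per 1000000 counts, went the way of the liver genes but stayed under the 10 asked for, on few counts. Liver RNA added after the small RNA was taken stays open, and was not tested. An effect of age on the difference between replicates was not tested, since replicates share their age.

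Adipocyte genes were higher at 6W, with a median log2 fold change of 1.65 over 13 genes, of which 12 rose and 4 (Adipoq, Plin4, Cidec and Cfd, named after their values were seen) had an adjusted p under 0.05 (camera adjusted p = 2.3e-12, fry 0.0999). The range with each library left out was 1.39 to 2.13. Adipoq, the gene of a fat cell hormone, had 47 and 61 counts at 2W, 399 and 422 at 6W, and 852 and 518 at 3M (log2 fold change from 2W to 6W 2.50, standard error 0.40, adjusted p = 0.041). From 6W to 3M the median was 0.93, and 0.33 without 3M replicate 1. All 13 genes passed the filter on low expression, so that the thymus samples express them at some level. A lower share of thymocytes alone would raise the markers of all other types alike, but the exocrine gland list moved by 2.04, the fibroblast list by 0.42 and the red blood cell list by -0.53. No test separated fat attached to the thymus at dissection from adipocytes within it. More adipocytes with age remain an open explanation, untested.

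circRNA junction counts per 1000000 mRNA counts were 645 and 653 at 2W, 916 and 972 at 6W, and 663 and 707 at 3M, a ratio of 1.45 of 6W to 2W and 1.38 of 6W to 3M. More rare circRNAs passing detection in deeper libraries are argued against by the 212 circRNAs with at least 5 counts in every library, whose median ratio was 1.42 of 6W to 2W and 1.35 of 6W to 3M. Other effects of deeper sequencing cannot be told apart from age: 3M replicate 2, with more mRNA counts than 6W replicate 1 (21789959 and 20455949), reached 77.1% of its value, but it is the only such library, and among the other 5 libraries the deepest, those of 6W, hold the highest values. A few abundant circRNAs are argued against by a ratio of 1.44 without the 10 most abundant. The mRNA counts of the source genes did not rise (ratio 0.961). Fewer cycling cells at 6W, in which circRNAs would be diluted less, are argued against as the whole cause by the 3M libraries: the cycling list fell further from 6W to 3M, with a median of -0.29, while the circRNA content fell. With mRNA and lncRNA counts as the reference the ratio was 1.47, and with each library left out in turn it was 1.41 to 1.5. A change with age stays open, untested, as do differences in library preparation between the ages.

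Besides the chromosome 17 circRNAs of Tables 1 and 2, 28 other intergenic circRNAs of the table lie in the same stretch, from 39843196 to 39846120. Of all 31, 29 are on the plus strand and 2 on the minus strand. The others held 61 and 41 counts at 2W, 48 and 54 at 6W, and 57 and 84 at 3M, a ratio of 0.777 of 6W to 2W per 1000000 mRNA counts. For the 3 tabled circRNAs the ratio was 0.559, so that scaling to the larger circRNA total at 6W is argued against as the cause of their lower values. From 2W to 6W, a signal of the whole stretch cannot be told apart from one of the 3 circRNAs. The 2W replicates of the others (3.69 and 2.41 per 1000000 mRNA counts) spread as widely as the ages differ. On the same scale the others were at 2.35 and 2.39 at 6W and at 3.39 and 3.86 at 3M. Their ratio of 6W to 3M was 0.654. The 3 circRNAs had ratios of 0.646, 0.340 and 0.358, so that the others shared the rise from 6W to 3M. The criterion of the test on the whole stretch, which used 2W and 6W, was changed after its values were seen. Reads shared between repeats were not tested, since reads were not used here.

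Red blood cell genes were higher at 3M than at 6W, with a median log2 fold change of 1.44 over 9 tested of 11 genes, of which 8 rose (camera adjusted p = 0.013, fry 0.413). The median was -0.12 without 3M replicate 2 and 2.18 without 3M replicate 1. More blood in 1 of the 3M samples is in line with the median ratio of 4.52 of 3M replicate 2 to replicate 1 over these genes. Hbb-bs had 5207 counts in 3M replicate 1 and 26278 in 3M replicate 2. In the small RNA of the same samples the ratios were 2.61 for mmu-miR-144-3p, 2.33 for mmu-miR-451a and 2.06 for mmu-miR-486a-5p. The median of the genes thus rests on 1 sample. The miRNAs were above both 6W libraries in 3M replicate 1 as well, with 931 against 509 and 606 per 1000000 for mmu-miR-144-3p, 259 against 184 and 171 for mmu-miR-451a, and 427 against 225 and 241 for mmu-miR-486a-5p. A smaller rise with age in both samples therefore stays open, and was not tested.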

How the results depend on the processing

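Of the values that answer a comparison, 160 kept their direction and their side of the threshold or stayed within the spread between replicates, 69 moved and 7 reversed. Of the values of single features and lists, 969 kept theirs, 64 moved, 29 lost and 17 gained the threshold, and 6 reversed. Where no cause follows from the construction of an alternative, the cause was not tested.

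With DESeq2, 25 and 28 circRNAs (6W against 2W and 3M against 6W) and 2639 and 2306 mRNA transcripts were past the study threshold. With an adjusted p under 0.05 it gave 2 circRNAs from 6W to 3M (novel_circ_002601 and novel_circ_002602), 44 miRNAs from 6W to 3M, 1783 and 1392 mRNA transcripts and 56 and 72 lncRNA transcripts. In both comparisons, 8 circRNAs and 725 mRNA transcripts were past the study threshold. The log2 fold change of mmu-miR-181c-5p from 2W to 6W was 0.033 in place of -0.065.

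With edgeR's exact test on the 4 libraries compared, 83 circRNAs were past the study threshold from 6W to 3M and 4 had an adjusted p under 0.05 (novel_circ_001494, novel_circ_002601, novel_circ_002602 and mmu_circ_0001100). At an adjusted p under 0.05 there were 154 and 59 miRNAs, 536 and 529 mRNA transcripts and 68 and 104 lncRNA transcripts. The log2 fold change of mmu-miR-181c-5p from 2W to 6W was 0.019. In the fit of the 4 libraries compared, 23 miRNAs had an adjusted p under 0.05 from 6W to 3M, and the log2 fold change of mmu-miR-181c-5p from 2W to 6W was also 0.019.

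Without a filter, those 4 circRNAs again had an adjusted p under 0.05 from 6W to 3M, as did 109 and 47 miRNAs. Of the lncRNA transcripts, 777 and 789 were then past the study threshold and 244 and 278 had an adjusted p under 0.05, with more than 3 times as many tested (14908). Without a filter, the log2 fold change from 2W to 6W was 0.036 for mmu-miR-181c-5p and 0.0047 for ENSMUST00000184363 of Kmt2d, in place of -0.065 and -0.0068. Under edgeR's default filter, by which 250 circRNAs were tested, 15 and 16 circRNAs were past the study threshold. At an adjusted p under 0.05 were 2 in each comparison, novel_circ_002600 and novel_circ_002601 from 2W to 6W and novel_circ_002601 and novel_circ_002602 from 6W to 3M. The correlation of circRNAs with their source genes was then 0.23 and 0.22.

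With total counts as the only scaling, 1 circRNA (novel_circ_002600) and the 4 named for the exact test had an adjusted p under 0.05 in the respective comparison, and the log2 fold change of ENSMUST00000184363 from 2W to 6W was 0.0080. With the replicate number as a term of the fit (replicate block), 83 circRNAs and 751 mRNA transcripts were past the study threshold from 6W to 3M, and 3 circRNAs had an adjusted p under 0.05 (novel_circ_001449, novel_circ_002601 and novel_circ_002602). Over the alternatives without a library left out, the adjusted p of novel_circ_001449 from 6W to 3M ranged from 0.0015, with the scaling to mRNA counts chosen after seeing the data, to 1 with DESeq2. Of the circRNAs in these lists, novel_circ_001494 was named after its values were seen.

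Chosen after seeing the data, scaling to the mRNA counts of the library gave 4 circRNAs with an adjusted p under 0.05 from 2W to 6W (novel_circ_001494, novel_circ_002652, novel_circ_003784 and novel_circ_005819, named after their values were seen) and 13 from 6W to 3M. It put 142 higher and 14 lower past the study threshold at 6W and 26 higher and 131 lower at 3M, with shifts of the median of 0.20 and -0.19. DESeq2's size factors shifted the median of circRNAs by -0.24 and 0.23. Also chosen after seeing the data, the exact test without a filter on ratios of group means gave 81 circRNAs past the study threshold from 6W to 3M and 4 with an adjusted p under 0.05. It gave 111 and 35 miRNAs with an adjusted p under 0.05, and 318 and 342 mRNA transcripts with 1855 past the study threshold from 6W to 3M. For lncRNA transcripts it gave 422 and 414 past the study threshold and 38 and 68 with an adjusted p under 0.05.

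With counts summed over the transcripts of each gene, 793 and 312 genes were past the study threshold and 257 and 1 (Igf2bp3) had an adjusted p under 0.05. By exact symbol, chosen after seeing the data, 128 and 0 did, with 2728 and 2074 at an unadjusted p under 0.05. From 2W to 6W, the number of gene sums with an adjusted p under 0.05 ranged from 5 with a replicate term (Als2cl, Cd163, Igf2bp3, Igfbp5 and Igha) to 888 with DESeq2, and from 6W to 3M from 0 with a replicate term, where 1461 had an unadjusted p under 0.05, to 341. Of the mRNA nodes of Table S9, 119 gene sums were in the stated direction, against 190 by the transcript with the smallest p. At an adjusted p under 0.05, past the threshold in both comparisons were 0 circRNAs, 4 miRNAs (mmu-miR-205-5p, mmu-miR-296-3p, miR-29-y and miR-296-y, named after their values were seen where the rule does not name them), 0 mRNA transcripts and 0 lncRNA transcripts, against 18, 12, 316 and 52 at the study threshold.

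Single transcripts reversed the direction of their gene. For Kmt2d, ENSMUST00000184363 had a log2 fold change of -0.0068 and ENSMUST00000229651 one of -0.22. For Erap1, it was -0.38 for ENSMUST00000221526 and -1.04 for ENSMUST00000222127, and TCONS_00029887 had a limit of -2.56. For Celf1, it was -0.30 for ENSMUST00000068747, and ENSMUST00000177642 had a limit of -5.3. With each library left out in turn, the log2 fold change ranged from -0.16 to 0.26 for Kmt2d, from 0.051 to 0.37 for Erap1 and from 0.19 to 0.38 for Celf1. The lowest values of Erap1 and Celf1 were those without 3M replicate 1.

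Of the 12 cell type lists, 9 and 7 had a camera adjusted p under 0.05, and, with TMM normalization, 0 and 0 did under fry (6 and 3 at an unadjusted p under 0.05) or with an estimated correlation (2 and 1). With total counts as the only scaling, the mature thymocyte and exocrine gland lists from 2W to 6W and the DP thymocyte and cortical epithelium lists from 6W to 3M had a fry adjusted p under 0.05. The small number of junction counts limits the circRNAs: where an age held at most 3 counts in each library, lower limits alone could be given.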

Differences from the paper's values

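Below, a gap counts as closed where the larger count is at most 1.5 times the smaller or, for a log2 fold change, where the values differ by no more than the standard error. For novel_circ_002600 from 2W to 6W, the paper's log2 fold change is -1.31539 and the value here is -0.99. Of the alternatives set before the data were examined, DESeq2 (-1.24), total counts as the only scaling (-1.32), no filter (-1.06, with a standard error of 0.34), edgeR's default filter (-1.32) and the log2 ratio of group means (-1.32) closed the gap in this sense, and the value without a filter stays nearer to -0.99 than to the paper's. The fit of the 4 libraries compared, the replicate term, the exact test and a prior count of 2 did not. The fold changes of Tables S1 and S2 equal the ratio of the RPM group means in each listed circRNA.

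The paper gives 45 circRNAs as higher at 6W than at 2W, against 87 here. Total counts as the only scaling (44) and the replicate term (66) closed the gap, and DESeq2 (11), no filter (74), the fit of the 4 libraries compared (109), the exact test (80), edgeR's default filter (7) and the ratio of group means (75) did not. The exact test without a filter on ratios of group means, chosen after seeing the values, gave 57 and closed it. For those lower at 6W the paper gives 49, against 25 here. Total counts (71) and the fit of the 4 libraries compared (40) closed this gap, and DESeq2 (14), no filter (29), the replicate term (14), the exact test (15), edgeR's default filter (8) and the ratio of group means (27) did not, nor did the setting chosen afterwards (18).

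For circRNAs lower at 3M than at 6W the paper gives 48, against 89 here. Total counts (51), no filter (60), the replicate term (68) and the exact test (61) closed the gap, as did the exact test without a filter on ratios of group means, chosen after seeing the values (58). DESeq2 (17), the fit of the 4 libraries compared (75), edgeR's default filter (10) and the ratio of group means (77) did not.

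For mRNAs lower at 6W than at 2W the paper gives 818, against 495 here. DESeq2 (1082), no filter (661), the fit of the 4 libraries compared (642), the exact test (625) and, chosen after seeing the values, the exact test without a filter on ratios of group means (714) closed the gap. Total counts (472), the replicate term (328), the ratio of group means (480) and gene sums (130) did not.

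From 6W to 3M the paper gives 1971 mRNAs, of which 1005 were higher and 966 lower, against 1180, 559 and 621 here. The gaps were closed by DESeq2 (2306, 1169 and 1137), no filter (1577, 731 and 846), the fit of the 4 libraries compared (1551, 753 and 798) and the exact test (1617, 768 and 849). The exact test without a filter on ratios of group means, chosen after seeing the values, also closed them (1855, 854 and 1001). Total counts (1179, 585 and 594), the replicate term (751, 342 and 409), the ratio of group means (1184, 566 and 618) and gene sums (312, 191 and 121) did not.

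Of the 94 circRNAs of Table S1, which the paper calls, 57 were past the study threshold here, 78 with total counts as the only scaling, 66 in the fit of the 4 libraries compared, 62 without a filter, 54 in the exact test, 53 with a replicate term, 25 with DESeq2 and 14 under edgeR's default filter. Scaling to mRNA counts, chosen after seeing the values, gave 52. Of the 102 of Table S2, 76 were past it here, 83 in the fit of the 4 libraries compared, 77 with total counts, 75 without a filter, 73 in the exact test, 56 with a replicate term, 26 with DESeq2 and 16 under edgeR's default filter, and 78 with scaling to mRNA counts, chosen after seeing the values. Of the 154 miRNAs of Table S3, 120 were past it here and 142 without a filter, and of the 79 of Table S4, 61 and 76. The other 24 and 12 miRNAs of the tables that were not tested here did not pass the filter.

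The paper states that Erap1 was lower at 3 months, whereas the gene sum had a log2 fold change of 0.24 and only some of its transcripts (TCONS_00029887, ENSMUST00000221526 and ENSMUST00000222127) were lower. It states that Ids was higher at 6 weeks, whereas the gene sum moved by 0.09 with an adjusted p of 0.777 and TCONS_00130286 was higher. It states that mRNAs of the insulin secretion pathway were lower at 3 months, whereas the gene sums of the listed transcripts had a median of -0.02. It calls pyruvate metabolism, fatty acid metabolism and Ras signalling enriched among ceRNA genes. The hypergeometric test here took all called features of a group, so that the lists tested differ. The smallest adjusted p of these pathways here were 0.343, 0.328 and 0.576 at the level of transcripts. At the level of genes they were 0.386, 0.117 and 1. In the camera test, fatty acid metabolism had an adjusted p of 0.0077 from 6W to 3M, which did not hold under fry (0.284). The y axis of Figure 1A is described as a false discovery rate, whereas no circRNA had an adjusted p under 0.05 from 2W to 6W and 128 had an unadjusted p under 0.05. With DESeq2, mmu-miR-125a-5p, which the paper calls, had an adjusted p under 0.05, as it did without a filter, in the fit of the 4 libraries compared, with a replicate term and in the exact test.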

Other observations

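Of the tests below, those on chance numbers and on transcript length were chosen only after the result was seen. The tests on TMM and on transcripts of one gene were written down beforehand, and a criterion was added to the former after its values were seen. The tests on chance numbers were changed from numbers to shares after their values were seen.

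The share of circRNA calls that rose from 2W to 6W depended on TMM normalization. Unequal depth of the libraries acting through TMM on sparse counts was tested by simulation without an age difference. The simulated ratio of the 6W to the 2W TMM factor was 0.884 on average and 0.852 to 0.933 over 20 simulations, whereas the real ratio was 0.799. Depth through TMM is thus argued against as the whole cause. Depth as a partial contribution stays open: the simulated share of calls that rose was 67.8% on average and 52.1% to 78.7%, and 87 of the 112 real calls rose.

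Among the mRNA transcripts past the study threshold from 2W to 6W, 1224 belong to genes with several tested transcripts. For 714 of these (58.3%) the gene sum moved by less than 0.5 on the log2 scale, and for 291 it moved in the opposite direction. From 6W to 3M the shares were 79.7% of 1081 transcripts, with 341 in the opposite direction. This is in line with counts shifted between transcripts of one gene, by splicing or by their assignment in quantification, but chance calls would show it too. The largest share of the tested transcripts past the threshold in simulations without an age difference was 3.86% from 2W to 6W, below the 4.28% observed, and 3.72% from 6W to 3M, above the 3.34% observed. The simulated transcripts had already passed the filter and were filtered again, which left 32374 to 32466 of the 35277. The shares thus rest on unlike sets and leave open whether chance gave all calls from 2W to 6W. From 6W to 3M, chance could account for the number.

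On the first principal component of the mRNA transcripts, replicates of one age lay apart at 2W and at 3M. A trend with transcript length may contribute: the loadings of 17255 transcripts with a mean count of at least 100 had a Spearman's rho of -0.25 with transcript length. The difference of replicate 1 from replicate 2 had a rho of -0.16 at 2W, 0.10 at 6W and 0.20 at 3M. The deviations from the mean of an age did not follow the replicate number, with correlations of -0.06 between 2W and 6W, 0.06 between 6W and 3M and -0.12 between 2W and 3M. These correlations are across transcripts, which are not independent replicates. No batch is named in the labels or the paper, and no biological explanation was tested, since replicates share their age.

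Across 2698 circRNAs with 1551 source genes, the log2 fold change of a circRNA had a Pearson correlation of 0.06 with that of its source gene from 2W to 6W and 0.07 from 6W to 3M (Spearman's rho 0.06 and 0.07). Of the circRNAs past the study threshold, 105 and 119 had a tested source gene. Of these, 40 and 75 had the direction of that gene, and 98 and 113 a source gene that moved by less than 0.5 on the log2 scale. At 2 junction counts in a typical circRNA, a low correlation says little about their coupling.

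The cell type lists had the following median log2 fold changes from 2W to 6W and from 6W to 3M, with the camera adjusted p in each case. All listed genes passed the filter except 2 of 11 red blood cell genes, 1 of 12 B cell and plasma cell genes, and 5 of 10 genes each of the skeletal muscle and exocrine gland lists, so that the thymus samples express at least 5 genes of every list. DP thymocyte genes were at -0.17 (0.044) and -0.24 (2.0e-04), mature thymocyte genes at 0.46 (9.9e-05) and -0.06 (0.221), and cycling cell genes at -0.36 (9.9e-05) and -0.29 (2.3e-05). Cortical epithelium was at 0.10 (0.352) and 0.38 (0.037), and medullary epithelium at 0.74 (0.0011) and -0.25 (0.037). The adipocyte list was at 1.65 (2.3e-12) and 0.93 (4.8e-06), and the red blood cell list at -0.53 (0.117) and 1.44 (0.013). B cell and plasma cell genes were at 0.69 (0.011) and -0.11 (0.221), myeloid genes at 1.15 (2.3e-13) and 0.07 (0.148), and fibroblast genes at 0.42 (0.021) and -0.26 (0.0014). Skeletal muscle genes were at 0.17 (0.511) and 0.22 (0.981), and exocrine gland genes at 2.04 (0.0022) and -0.65 (0.129). The camera call of the DP thymocyte list from 2W to 6W was lost with total counts (adjusted p = 0.073). It was also lost with a replicate term (0.060), as was that of cortical epithelium from 6W to 3M (0.060). With TMM normalization, none of the camera calls held under fry or an estimated correlation. With total counts as the only scaling, fry had an adjusted p under 0.05 for mature thymocyte (0.043) and exocrine gland genes (0.036) from 2W to 6W and for DP thymocyte (0.036) and cortical epithelium genes (0.036) from 6W to 3M, and an estimated correlation for 0 lists (2 and 2 at an unadjusted p under 0.05). With Adrb3, the only listed gene at a floor of 3 counts, set to its limit, no median changed.

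Some of these medians rest on 1 library. With each library of the compared ages left out in turn, the medians from 2W to 6W ranged from -0.28 to -0.08 for DP thymocyte, 0.39 to 0.56 for mature thymocyte, -0.43 to -0.26 for cycling cell, 0.04 to 0.14 for cortical epithelium and 0.31 to 0.88 for medullary epithelium genes. They were 1.39 to 2.13 for adipocyte, -0.89 to -0.09 for red blood cell, 0.55 to 0.83 for B cell and plasma cell, 0.86 to 1.44 for myeloid, 0.32 to 0.51 for fibroblast, 0.15 to 0.63 for skeletal muscle and 1.59 to 2.32 for exocrine gland genes. From 6W to 3M the ranges were -0.37 to -0.22 for DP thymocyte, -0.21 to -0.02 for mature thymocyte, -0.40 to -0.26 for cycling cell, 0.30 to 0.38 for cortical epithelium and -0.53 to -0.02 for medullary epithelium genes. For the other lists they were 0.33 to 1.33 for adipocyte, -0.12 to 2.18 for red blood cell, -0.44 to 0.18 for B cell and plasma cell, -0.22 to 0.12 for myeloid, -0.36 to -0.22 for fibroblast, 0.15 to 0.26 for skeletal muscle and -0.83 to -0.44 for exocrine gland genes. The red blood cell, B cell and plasma cell and myeloid medians from 6W to 3M changed sign, each without 3M replicate 2, and that of the B cell and plasma cell genes also without 6W replicate 1.

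Igf2bp3 and Plag1 were looked at after their values were seen. The counts of Igf2bp3 were 1265 and 1654 at 2W, 319 and 380 at 6W and 46 and 55 at 3M, with a log2 fold change of -2.49 from 2W to 6W. Plag1 had a log2 fold change of -2.57 from 2W to 6W (standard error 0.23, adjusted p = 0.019) and 0.15 from 6W to 3M. Of the miRNAs of the paper's introduction, mmu-miR-31-5p had a log2 fold change of -1.53 from 2W to 6W (adjusted p = 0.0091) and 0.62 from 6W to 3M (adjusted p = 0.220). mmu-miR-155-5p was at -0.23 and 0.13, mmu-miR-181c-5p at -0.07 and -0.10, and mmu-miR-9-5p at 0.22 and -0.07.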
